# Cigarette Smoke Enhances the Expression of Profibrotic Molecules in Alveolar Epithelial Cells

**DOI:** 10.1371/journal.pone.0150383

**Published:** 2016-03-02

**Authors:** Marco Checa, James S. Hagood, Rafael Velazquez-Cruz, Victor Ruiz, Carolina García-De-Alba, Claudia Rangel-Escareño, Francisco Urrea, Carina Becerril, Martha Montaño, Semiramis García-Trejo, José Cisneros Lira, Arnoldo Aquino-Gálvez, Annie Pardo, Moisés Selman

## Abstract

Idiopathic pulmonary fibrosis (IPF) is a progressive and lethal disease of unknown etiology. A growing body of evidence indicates that it may result from an aberrant activation of alveolar epithelium, which induces the expansion of the fibroblast population, their differentiation to myofibroblasts and the excessive accumulation of extracellular matrix. The mechanisms that activate the alveolar epithelium are unknown, but several studies indicate that smoking is the main environmental risk factor for the development of IPF. In this study we explored the effect of cigarette smoke on the gene expression profile and signaling pathways in alveolar epithelial cells. Lung epithelial cell line from human (A549), was exposed to cigarette smoke extract (CSE) for 1, 3, and 5 weeks at 1, 5 and 10% and gene expression was evaluated by complete transcriptome microarrays. Signaling networks were analyzed with the Ingenuity Pathway Analysis software. At 5 weeks of exposure, alveolar epithelial cells acquired a fibroblast-like phenotype. At this time, gene expression profile revealed a significant increase of more than 1000 genes and deregulation of canonical signaling pathways such as TGF-β and Wnt. Several profibrotic genes involved in EMT were over-expressed, and incomplete EMT was observed in these cells, and corroborated in mouse (MLE-12) and rat (RLE-6TN) epithelial cells. The secretion of activated TGF-β1 increased in cells exposed to cigarette smoke, which decreased when the integrin alpha v gene was silenced. These findings suggest that the exposure of alveolar epithelial cells to CSE induces the expression and release of a variety of profibrotic genes, and the activation of TGF-β1, which may explain at least partially, the increased risk of developing IPF in smokers.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a chronic, progressive, irreversible and lethal disease with a median survival of 3 years after diagnosis [1]. Multiple pathogenic mechanisms have been hypothesized, but recent evidence indicates that there is a repetitive injury to the alveolar epithelial cells, which, in susceptible individuals, may cause their aberrant activation and the exaggerated release of a variety of profibrotic mediators including TGF- β1 [2, 3].

TGF-β1 plays a critical role in IPF because it is a key activator of fibroblast to myofibroblast differentiation and regulates numerous genes involved in the synthesis and accumulation of extracellular matrix and in the disordered wound healing that characterizes this disease [4].

Furthermore, TGF-β1 activated myofibroblasts in IPF lungs induce alveolar epithelial cell death and cause breakdown of basement membranes, which contributes to the failure of reepithelialization [5,6]. The final result is the excessive deposition of extracellular matrix and the destruction of lung parenchyma architecture [1].

Although the etiology of IPF is unknown, several epidemiological studies have found that smoking is a major risk factor in patients with both sporadic and familial disease [7,8,9,10,11,12]. Furthermore, studies in experimental models of pulmonary fibrosis support this evidence [13,14,15]. For instance, we have shown that guinea pigs instilled with bleomycin and exposed to cigarette smoke display a significant increase in the number of myofibroblasts and in the extent of fibrotic lesions compared with guinea pigs that had received bleomycin alone [16].

However, the molecular mechanisms by which cigarette smoke increases the risk of IPF have not been elucidated. The aim of this study was to evaluate the effect of cigarette smoke on the gene expression profile in alveolar epithelial cells, focusing on the expression of profibrotic genes and in the regulation of signaling pathways likely involved in the pathogenesis of IPF.

## Materials and Methods

Official Mexican Standard and the Guide for the Care and Use of Laboratory Animals of the National Research Council. Ethics committee of Instituto Nacional de Enfermedades Respiratorias approved this study. Pentobarbital was used for animal sacrifice.

### Cell Culture

Human alveolar epithelial cell line (A549) was obtained from ATCC (CCL-185). The cells were cultured in DMEM with 10% fetal bovine serum (GIBCO Laboratories, Grand Island, NY), penicillin [100 U/ml] and streptomycin [100 mg/ml] at 37°C in a gas mixture of 5% CO_2_ / 95% air in 25 cm^2^ culture flasks (T-25; Corning, Costar). After reaching early confluence the cells were trypsinized and plated for experiments.

Lung epithelial cell lines from mice (MLE-12; CRL-2110) and rat (RLE-6TN; CRL-2300) were purchased from ATCC (Manassas, VA). MLE-12 cells were cultured in DMEM: F-12 medium with insulin (5 ng/ml), transferrin (0.01 mg/ml), sodium selenite (30 nM, hydrocortisone (10 nM), B-estradiol (10 nM), HEPES 10 nM, glutamine and 10% FBS (GIBCO Laboratories, Grand Island, NY). RLE-6TN cells were grown in Ham's F12 medium supplemented with bovine pituitary extract (0.01 mg/ml), insulin (5 ng/ml), insulin-like growth factor (2.5 ng/ml), transferrin (1.25 μg/ml), EGF (2.5 ng/ml), and 10% SFB (GIBCO Laboratories, Grand Island, NY).

### Preparation of cigarette smoke extract (CSE)

The cigarette smoke extract was prepared using a modification of the method developed by Aoshiba [17]. Cigarettes (Marlboro, Philip Morris) were subjected to unfiltered combustion using a 60ml syringe. The cigarette smoke was bubbled into 25 ml of culture medium (DMEM-F12 without serum); the resulting suspension was adjusted to pH 7.4 and filtered with a 0.2 μM membrane. This solution was considered 100% and CSE was applied in a period no longer than 20 minutes after preparation.

### Exposure of epithelial cells to CSE

Cell cultures at 80% confluence were left in culture medium without serum 24 hours before the start of the experiment followed by incubation with CSE 1%, 5% and 10% in DMEM plus 1% of FBS (fetal bovine serum); CSE media was refreshed every 24 hrs. The cell cultures were maintained for a week, and sub-cultured each time at a density of 6.0 x 10^6^ cells per 100mm dish, until completing 3 and 5 weeks of stimuli respectively.

### Growth rate assay

A549 cells were exposure with CSE 5% or 10% for 1 week, re-plated in 96-well culture plates at a density of 1.5 × 10^4^ cells/well and incubated at 37°C in 5% CO_2_-95% air. After 24 hrs, cell growth was examined by the WST-1 assay according to the manufacturer instructions (Roche Applies Science, Indianapolis, IN). Absorbance was analyzed on an ELISA plate reader at 450 nm, with a reference wavelength of 620 nm.

### Cell viability

A549 cells were cultured for 1 week in 6-well flat-bottom plates at 9.0 x 10^5^ cells per well in the presence of DMEM with 1% fetal bovine serum (control), or plus CSE at 5% or 10%. Cells were trypsinized, combined (1:1) with Trypan blue reagent (T10282; Invitrogen), transferred onto a Countess Cell Counting Chamber Slides (C10313; Invitrogen) and subjected to automated assessment using the Countess automated cell counter (C10227, Invitrogen).

### Microarray analysis

RNA from human alveolar epithelial cells exposed to CSE and controls was extracted with Trizol (Invitrogen Life Technologies, Grand Island, NY) and was hybridized to Whole-Transcript Microarrays (Human Gene 1.0 ST, Affymetrix, Santa Clara, CA) according to the Affymetrix protocol.

Microarray data was pre-processed using R and Bioconductor. Raw intensity values were background corrected, log2 transformed and then RMA normalized [18], using algorithms coded in the “oligo” package in Bioconductor. To identify differentially expressed genes we fit a linear model using the limma package [19]. Finally, lists of differentially expressed genes for each of the three comparisons were created selecting those genes that are statistically significant according to two summary statistics: the log fold-change and the B-statistic. The cutoff for the fold-change was chosen to be equal to 1 combined with a confidence measure based on the B-statistic greater than zero. The microarray analysis was performed in 3 individual experiments.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE77942. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE77942).

### Ingenuity Pathway Analysis (IPA)

From the list of differentially expressed genes between the two groups, canonical pathways and related functions were studied using Ingenuity Pathway Analysis (IPA) bioinformatic software, identifying networks differentially regulated between the two groups (p value <0.05).

### RNA extraction and real-time PCR

Messenger RNA was obtained using the TRIZOL reagent and 1 μg of RNA was reverse transcribed into complementary DNA (cDNA) (Advantage RT-for-PCR Kit, Clontech, Palo Alto, CA) according to the manufacturer instructions.

Step One Real-Time PCR System (Applied Biosystems, CA) was used for amplification by real-time PCR, using FAM-labeled Taqman assays (Human probes: Hs01548727_m1 for MMP-2, Hs01042796_m1 for MMP-7, Hs00234244_m1 for TGFβ2, Hs00998133_m1 for TGFβ1, Hs00983056_m1 for neural cadherin (CDH2), Hs01549976_m1 for fibronectin, Hs00185584_m1 for vimentin, Hs00234140_m1 for monocyte chemoattractant protein (CCL2), Hs00233808_m1 for integrin alpha V (ITGαV) (Hs00899660_g1), and Hs00234579_m1 for MMP-9. Mouse integrin alpha V probe: Mm00434486_m1, rat integrin alpha V probe: Rn01485633_m1. 18S Ribosomal RNA (Eukaryotic 18S rRNA endogenous Control) was used as housekeeping gene. All PCRs were carried out in a mixture of 25 μl, which contained 4 μl of cDNA and 12.5 μl of 2X PCR Master Mix (Applied Biosystems). The PCR conditions were 2 min at 94° C followed by 40 cycles of 15 s at 94° C and 60° C 1 m. Results from three different experiments performed in triplicate are expressed as mean ± SD of 2 ^ -ΔCT of target gene normalized to 18S rRNA.

### Extraction and Quantification of Proteins

RIPA lysis buffer (Santa Cruz) plus a cocktail of serine and cysteine protease inhibitors (Calbiochem) was used for the extraction of proteins in cell lysates. Protein concentration was determined by Bradford Assay Reagent (Bio-Rad Laboratories Inc., Hercules, CA).

### Western Blot

The levels of ITGαV (Santa Cruz. Cat. Sc-10729; dilution 1:200), fibronectin (Santa Cruz. Cat. Sc-80205; dilution 1:1000), vimentin (Santa Cruz. Cat. Sc-373717; dilution 1:1000) and MMP-9 (Santa Cruz Cat. SC-21733; dilution 1:200) were measured in A549 lysates by immunoblotting using denaturing polyacrylamide gels at 12%. The same proteins were measured in MLE-12 and RLE-6TN lysates: vimentin (Abcam, Cat. Ab92547; dilution 1:200), fibronectin (Abcam, ab45688; dilution 1:200), ITGαV (Santa Cruz, Cat. sc-10729; dilution 1:200), and MMP-9 (Santa Cruz, Cat. sc-6840; dilution 1:200). Gels were transferred to nitrocellulose membrane (Osmonics, Westboroug, MA) and blocked with fat free milk at 5% in TBS/0.1% Tween. Membranes were incubated with primary antibody specific for each protein overnight. The secondary antibody was used coupled to peroxidase (anti-rabbit, anti-goat or anti-mouse, Zymed, CA). Proteins were visualized by chemiluminescence (Pierce, USA) and normalized against beta-tubulin. (Biolegend Cat. 622102).

### ELISA

CCL-2 and TGF-β concentrations were evaluated in cell culture supernatants by ELISA commercial kits from R & D Systems, Inc. (DCP00 and DB100B respectively) according to the manufacturer instructions. TGF-β was also quantified in bronchoalveolar lavage (BAL) from rats exposed to cigarette smoke. 200 μl of cell culture supernatant or BAL were incubated for 2 hrs at room temperature. After washing 4 four times with 200 μl wash buffer conjugated CCL-2 was added and incubated for 1 hr at room temperature. Following washes, 200 μl of substrate solution was added and after 30 minutes the reaction was stopped. The plate was read in a spectrophotometer at 450 nm.

### Animal model

The experimental model was performed in 8 week-old male Wistar rats randomly separated in experimental and controls. The animals were placing into the whole-body chamber and they were fed ad libitum with a diet of croquettes and sterile water, with cycles of light/darkness for 12 hours and constant temperature as previously reported [20].

The animals were exposed to tobacco smoke for two months in an acrylic chamber (70 cm long x 50 cm wide x 30 cm in height) with 8 mm diameter hole in opposite sides. In one of the holes was placed the burning cigarette without filter and on the opposite side a rubber tube connected to a vacuum pump (Rocker 600, 1/4 HP, air flow 60 l/min; Rocker Scientific Co., Ltd., Taiwan) so that the smoke will circulate continuously inside the chamber. Groups of 5 rats were exposed for 30 min to smoke of 5 cigarettes and after that the camera was opened to release the smoke and the animals were maintained in regular room air for another 30 min. The procedure was repeated 4 times a day until complete 20 cigarettes. Five non-exposed animals were used as controls. The animals were treated according to the specifications for the care and use of laboratory animals of the Official Mexican Standard and the Guide for the Care and Use of Laboratory Animals of the National Research Council. The animals were killed under anesthesia with pentobarbital (Pisebantal, PiSA México) at 50 mg/kg.

Lungs from animals were lavaged twice through a tracheal cannula by instilling 5-ml aliquots of sterile PBS solution at 37°C. BAL fluids were centrifuged at 400 g for 10 min at 4°C and the supernatants were kept at -80°C.

### Histological Analysis

The lungs were washed with saline via the pulmonary artery and infiltrated with 4% paraformaldehyde at a constant pressure of 25 cm H_2_O. Tissue sections (6 mm) were embedded in paraffin, sectioned at 4 μm with a microtome (Rotary Histostat Reichet) and the sections were permanently mounted using a synthetic resin. The sections were observed and photographed using a microscope Carl Zeiss and digital images were captured using Zeiss AxioCam MRC5 camera.

### Immunohistochemistry

Tissues from rats exposed to tobacco smoke and controls were deparaffinized, and endogenous peroxidase activity was blocked. Subsequently, antigen retrieval with citrate buffer (10 mM, pH 6,0) was performed in a microwave. Slides were blocked for 20 min with 1x universal blocker (BioGenex) and the samples were incubated with anti ITGαV antibody (Santa Cruz. Cat.Sc-10729) 1:200. Finally, the sections were incubated for 20 minutes with an antibody coupled to peroxidase (BioGenex) and aminoethylcarbazole was used as substrate.

### Stable silencing ITG αV

A549 cells (7.5x10^5^) were plated in 12-well plates, with F12 and 10% FBS. Viral infection was performed using 75,000 lentiviral particles containing short hairpin RNA (shRNA) targeting ITGαV (Santa Cruz Biotechnology, Texas) and a mixture of polybrene to a final concentration of 5 mg/mL. The infection efficiency was evaluated using a positive control of lentiviral particles with GFP (green fluorescent protein). The infected cell clones were obtained from 10, 100 and 1000 cells in each well by serial dilutions and stable clones were selected via Puromycin at a concentration of 7.5 μg/mL. Resistant colonies were expanded in 6-well plates. As a negative control we used plasmid-A (sc-108060), encoding a scrambled shRNA sequence that will not lead to the specific degradation of any cellular message, also obtained from Santa Cruz Biotechnology.

### Wound healing assay

A549 cells were incubated with medium DMEM +1% FBS (controls) or plus cigarette smoke extract (CSE 5% and 10%) for 3 weeks. Then, the cells were seeded at a density of 9.0 x 10^5^ in sterile 6-well plates and a wound was made using a pipette tip (200 μl). Additionally, 2.5 μg/ml mitomycin C (Sigma M4287) was added to each well to inhibit proliferation. Cell migration to close the wound was monitored at 72 hours and was photographed with a digital camera mounted on an inverted microscope (Olympus). The area was calculated with the ImageJ software (imagej.nih.gov/ij/) drawing a line along the edge of the wound. Assays were done in three independent experiments.

### Statistical Analysis

All data were expressed as mean ± SD of 3 or 4 determinations. P values were calculated by using one-way ANOVA test. P values <0.05 were considered statistically significant.

## Results

### CSE induces incomplete epithelial to mesenchymal transition

Human lung epithelial cells (A549), exposed to three different concentrations of cigarette smoke extracts (1%, 5% and 10%) during 1, 3 and 5 weeks were studied. From the third week of exposure, but mainly at 5 weeks, epithelial cells exposed to CSE at concentrations of 5% and 10% displayed morphologic changes acquiring an elongated, fibroblast-like shape (Fig 1A). They also showed a higher migratory capacity compared with untreated cells (Fig 1B) suggesting that the cells underwent a process of epithelial to mesenchymal transition (EMT). Similar results were observed with mouse (MLE-12) and rat (RLE-6TN) epithelial cells (not shown). Cigarette smoke extracts did not affect cell viability (S1A Fig) although a slight but significant decrease in cell proliferation was observed with 10% of CSE (S1B Fig).

**Fig 1:**
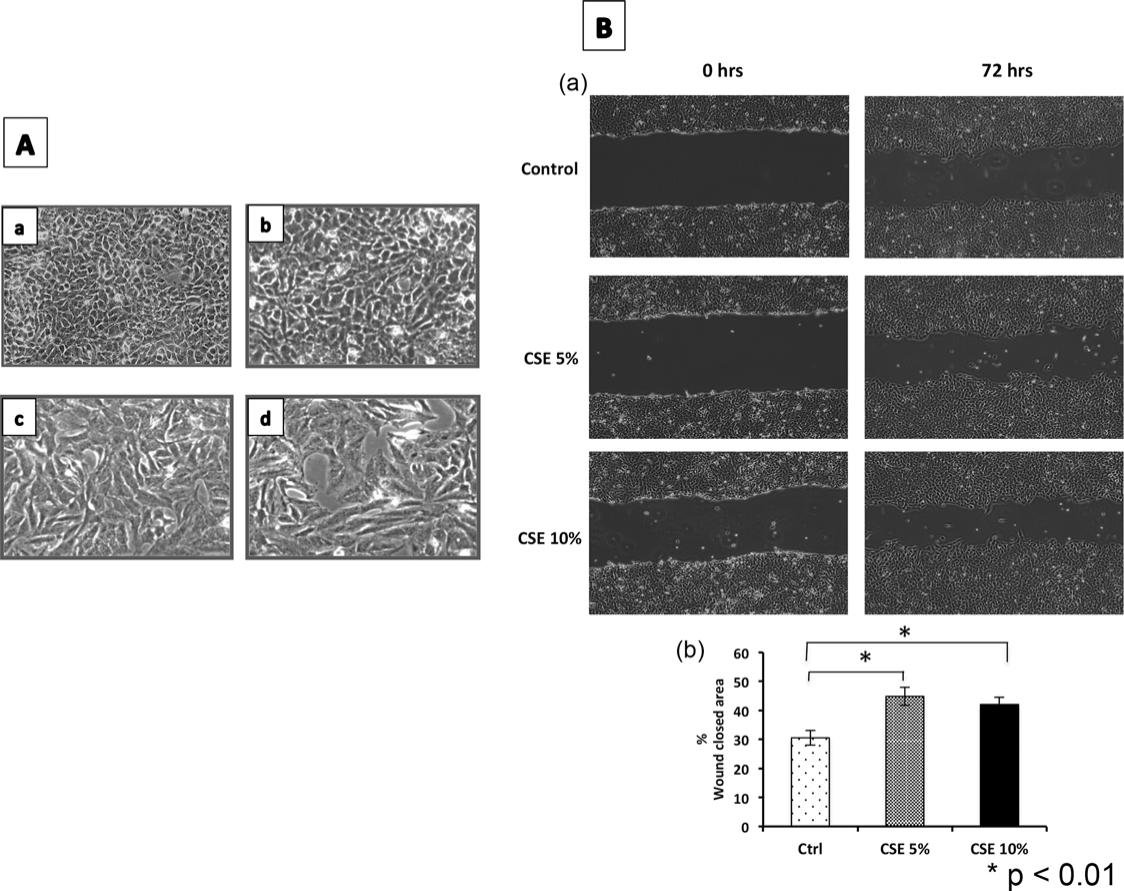
Exposure to CSE induces morphological changes in epithelial cells with a higher migratory capacity. **(A)** A549 exposed for 5 weeks to different concentrations of cigarette smoke extract. (a) Control, (b) CSE 1%, (c) CSE 5%, (d) CSE 10%. **(B) (a)** A549 cells showed faster wound closure at 72 hours in the presence of 5 and 10% of CSE; **(b)** The percent of closed wound area was calculated versus the initial time of each condition with the ImageJ software. Values represent the mean ± SD obtained from three different experiments. *p<0.01 versus untreated controls.

Gene expression evaluated by microarrays in A549 cells (see below), showed that a number of genes likely related to EMT were dysregulated. For example, vimentin, CDH2, MMP-2 and fibronectin were over-expressed, while MMP-9 (gene that is not usually expressed by lung fibroblasts) was decreased in response to long-term culture in CSE. 

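A549 cells, a line derived from a human lung adenocarcinoma with features of alveolar type II cells, were profiled on 36 Human Gene 1.0 ST arrays. These arrays read each gene through probes spread over its exons, joined into transcript clusters. There were 12 groups of 3 arrays: control cells and cells exposed to CSE at 1%, 5% or 10%, each at 1, 3 and 5 weeks. The study describes the replicates as independent experiments. The authors corrected, normalized and summarised the probe signals with RMA, and the log2 values they deposited were used as they stand, with array medians from 6.72 to 6.91. Of 33297 transcript clusters, 19460 carried 1 gene symbol, 1754 carried several and 12083 carried none, so that 18417 genes could be named; a gene with several transcript clusters of its own was read from the one with the highest mean over the 36 arrays. For the control arrays at 5 weeks the sample labels conflict: their titles and short codes give 5 weeks and their free-text descriptions give 3 weeks. The source names of replicates 1 and 2 give 3 weeks as well. These arrays are used here as 5-week controls, as the study design requires. A linear model with a mean for each of the 12 groups was fitted to all arrays with limma, so that every group shared 1 estimate of the spread. A transcript cluster was called upregulated or downregulated where its log2 fold change was beyond 1 and its B value, the log-odds of a change, was above 0, the thresholds of the study's methods; a single gene was called changed at an adjusted p under 0.05. Lists of genes were tested with limma's camera, which asks whether the genes of a list rank higher or lower than the other genes, at a preset correlation between genes of 0.01 and again with the correlation estimated from the arrays. The control arrays at 5 weeks stood apart from the rest. Their log2 values had a standard deviation from 2.15 to 2.21, against 2.25 to 2.31 on the other 33 arrays, and on the first principal component, with 38.8% of the variance, they lay from -111 to -74.6 against -61.2 to 47.1. For this reason values at 5 weeks were also computed against the 6 control arrays of weeks 1 and 3, a choice made after seeing the data. Each array was also centred on 23 housekeeping genes. The planned form takes off the list's median level on each array, which depends on the gene that lies in the middle: with CSE 5% this level changed by -0.50, -0.66 and -0.45 at 1, 3 and 5 weeks, while the median log2 fold change of the 23 genes was 0.053, -0.21 and -0.068. It shifts every transcript cluster of a comparison by that amount, so that 5042 were upregulated with CSE 5% at 5 weeks, and no direction is read from it here. A centring on the median change of these genes, each taken from its own mean over all arrays (called housekeeping changes below), was added after seeing the data; with CSE 5% it moved by -0.040, -0.15 and -0.025. With 3 arrays per group, the number of arrays limits the precision of every value.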

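VIM (transcript cluster 7926368), which encodes the intermediate filament protein vimentin, had a log2 level of 10.91 ± 0.095 (SD, n = 3 arrays) at CSE 5% and 5 weeks and 9.88 ± 0.039 (SD, n = 3) in control cells, a log2 fold change of 1.04 (standard error 0.080, adjusted p = 3.0e-11). CDH2 (8022674), N-cadherin, an adhesion protein of neural and mesenchymal cells, rose by 1.73 (standard error 0.10, adjusted p = 6.9e-14), and FN1 (8058765), fibronectin of the extracellular matrix, by 3.68 (standard error 0.10, adjusted p = 1.1e-20). MMP2 (7995681), a gelatinase that cleaves basement membrane collagen, rose by 1.22 (standard error 0.12, adjusted p = 5.1e-09). MMP9 (8063115), the other gelatinase, fell by 0.49 (standard error 0.093, adjusted p = 6.8e-05). At CSE 1% the log2 fold changes were 0.55 for VIM, 1.15 for CDH2, 3.02 for FN1, 0.76 for MMP2 and -0.45 for MMP9, and at CSE 10% they were 0.90 for VIM, 0.60 for CDH2, 0.70 for MMP2 and -0.45 for MMP9. All of these passed the same threshold, as did the rise of FN1 at CSE 10% (adjusted p = 7.3e-16). CDH2 and FN1 were lower at CSE 10% than at CSE 5%, by log2 differences of -1.13 and -1.48 (adjusted p = 1.2e-08 and 1.5e-10). MMP2 was lower there too, by -0.52 (adjusted p = 0.015), but not past the threshold in a fit of that week alone (adjusted p = 0.098) or without CSE 10% replicate 2 or 3 or CSE 5% replicate 3 (adjusted p = 0.065, 0.069 and 0.095). In a list of 26 mesenchymal genes, 7 rose with CSE 5% at 5 weeks, 12 fell and 7 did not pass the test. The numbers were 7 and 12 when adjusted over the list alone, and 7 and 8 after cyclic loess. Over all transcript clusters 7662 rose and 13423 fell by this test, with a median log2 fold change of -0.167. Small falls were thus common with CSE 5% at 5 weeks, and counts of falls here and below are to be read against these numbers. The list as a whole did not rank apart from other genes (camera, adjusted p = 0.84), and since the study picked VIM, CDH2, FN1 and MMP2 on these samples it is not independent evidence. Its other leading members were TPM1 and TPM2, tropomyosins of the actin filament, at 1.05 and 0.99 (standard errors 0.10 and 0.094). Between the control arrays of 3 and 5 weeks 11 members of this list rose and 2 fell (9 and 5 after cyclic loess), FN1 by -1.62 and MMP9 by 0.30 (log2), which for MMP9 did not pass in a separate fit (adjusted p = 0.069) or after cyclic loess (log2 change 0.052). Against the controls of weeks 1 and 3, FN1 rose by 2.15 and MMP9 changed by -0.27 at CSE 5%, and 7 members of the list rose and 3 fell (adjusted p = 0.040, and 0.24 with an estimated correlation). With CSE 1% and 10% FN1 rose by 1.49 and 0.67 there, and MMP9 had -0.23 with CSE 10%. MMP9 at CSE 1% did not pass the test against those controls, at -0.23.

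**Figure D1:**
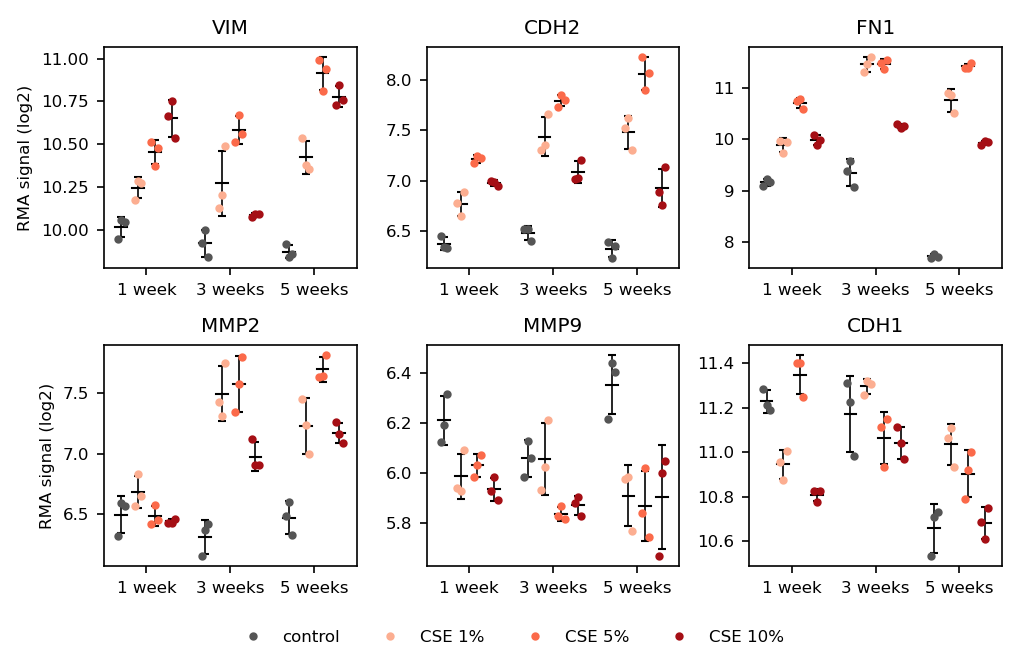
Log2 levels of VIM, CDH2, FN1, MMP2, MMP9 and CDH1 (y axis, log2 units) in A549 cells by week and CSE concentration (x axis). Points are the 3 arrays of a group and bars their mean ± SD. FN1 at 5 weeks lies at 11.41 ± 0.049 with CSE 5% and at 7.73 ± 0.037 in control cells.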

Selected differentially expressed genes in A549 cells (vimentin, MMP-2, MMP-7, CDH2, MMP-9, TGF-β1 and TGF-β2) were validated by real-time PCR (Fig 2A). Likewise, the increase of vimentin and fibronectin and the decrease of MMP-9 provoked by CSE were corroborated at the protein level in A549, MLE-12 and RLF-6TN lysates by Western blot (Fig 2B). However, decrease of E-cadherin (characteristic of loss of epithelial identity) was not found, suggesting that the exposure to CSE in alveolar epithelial cells causes only a partial epithelial to mesenchymal transition.

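CDH1 (transcript cluster 7996837), which encodes E-cadherin, the adhesion protein of epithelial junctions, had log2 levels of 10.66 ± 0.11 in control cells at 5 weeks and 11.04 ± 0.092, 10.90 ± 0.11 and 10.68 ± 0.071 with CSE 1%, 5% and 10% (SD, n = 3 arrays each). Its log2 fold change was 0.38 (standard error 0.081, adjusted p = 4.6e-04) with CSE 1% and 0.25 (standard error 0.081, adjusted p = 0.010) with CSE 5%, so that it rose with both, and 0.023 (standard error 0.081, adjusted p = 0.82) with CSE 10%, which did not pass the test. CDH1 was itself lower in the control arrays at 5 weeks than at 3 weeks, by -0.51 (adjusted p = 1.4e-05). Against the controls of weeks 1 and 3 the direction turned: its log2 fold change was -0.17 with CSE 1% (adjusted p = 0.12, not past the threshold), and CDH1 fell by 0.30 with CSE 5% (adjusted p = 0.0020) and by 0.52 with CSE 10% (adjusted p = 1.4e-06). Of 25 genes of epithelial junctions and keratins, 5 rose and 13 fell with CSE 5% at 5 weeks and 7 did not pass the test (the counts were 5 and 13 when adjusted over the list alone), with no shift of the list (camera, adjusted p = 0.27). CLDN1, the tight junction protein claudin-1, rose by 2.13 (standard error 0.14), as did the tight junction scaffold TJP1 by 0.79 and the desmosomal cadherin DSC2 by 0.89. The keratins KRT7 and KRT19 of simple epithelia fell by 1.07 and 1.09 (standard errors 0.11 and 0.15). With CSE 10%, 4 of these genes rose and 17 fell (4 and 18 when adjusted over the list alone), and the list ranked lower than other genes (adjusted p = 0.030, 0.30 with an estimated correlation). Against the controls of weeks 1 and 3, 14 fell and 2 rose with CSE 5% (adjusted p = 0.0013, 0.096 with an estimated correlation), and 15 fell and 2 rose with CSE 10% (adjusted p = 2.3e-05, 0.035 with an estimated correlation). DSC2 with CSE 5% had 0.23 against the controls of weeks 1 and 3, not past the threshold, and CLDN1, TJP1 and KRT19 had 1.16, 0.41 and -0.54 there. Without control replicate 1 at 5 weeks or CSE 5% replicate 3, CDH1 no longer passed the test at CSE 5% (log2 fold changes 0.18 and 0.20, adjusted p = 0.077 and 0.060), and the list at CSE 10% had an adjusted p of 0.0521 without control replicate 3 at 5 weeks.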

**Fig 2:**
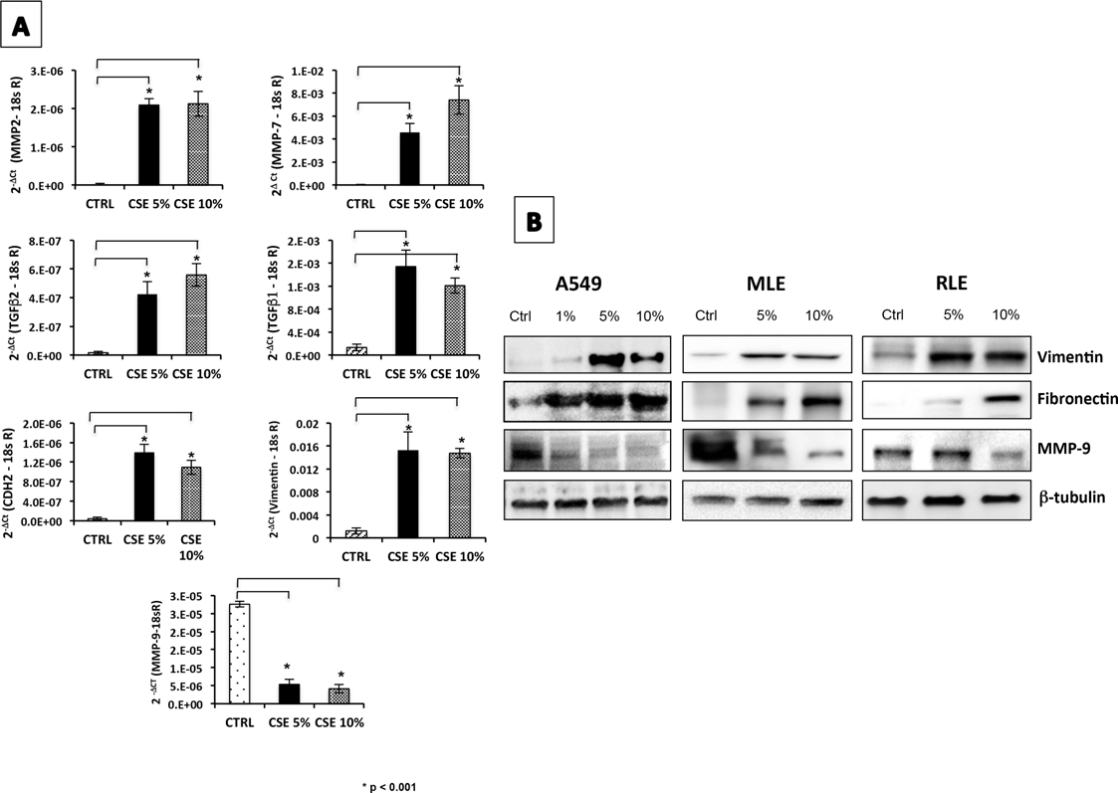
Lung epithelial cells exposed to CSE express genes and produce proteins related to fibroblast phenotype. **(A)** The levels of mRNA expression were measured by real-time PCR in A549 cells after 5 weeks of exposure to CSE (5% and 10%). The expression levels of all genes were normalized to 18sRNA. Ctrl = Control cells, CSE 5% = A549 exposed to 5% cigarette smoke extract, CSE 10% = A549 exposed to 10% CSE. Values represent the mean ± SD obtained from three different experiments performed in triplicate. *p <0.001 versus untreated control. **(B)** After 5 weeks of exposure, levels of EMT-related proteins (vimentin, fibronectin and MMP-9) were measured by Western blotting in cell lysates of A549, MLE-12 and RLE-6TN. b-tubulin was used as endogenous protein. Blots are representative of two independent experiments.

### Microarray analysis

Differential expression analysis was performed by Whole-Transcript Array (Human Gene ST 1.0, Affymetrix, Santa Clara CA), in three independent experiments that included three different exposure times (1, 3 and 5 weeks), and different CSE concentrations (1%, 5% and 10%). As seen in the volcano plots of Fig 3, CSE epithelial stimulation caused a progressive increase in the numbers of genes overexpressed, based on exposure time and concentration. 

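After 1 week, the largest rises were those of CRYAB, a small heat shock protein, by 2.21 with CSE 1% (log2, standard error 0.13), of the chemokine gene CCL2 with CSE 5%, and of HSPA6, an inducible chaperone of the HSP70 family, by 4.85 with CSE 10% (standard error 0.15). CYP1B1 and TIPARP, targets of the aryl hydrocarbon receptor, rose by 2.10 and 1.95 with CSE 5% at 1 week and by 4.13 and 2.98 at 3 weeks (standard errors 0.12 and 0.070 at both times). In control cells CYP1B1 fell by 1.50 from 1 to 3 weeks. FSTL4 fell by 2.99 with CSE 5% at 1 week, and the olfactory receptor gene OR51E1 fell by 3.23 at 3 weeks. The number of upregulated transcript clusters with CSE 1%, 5% and 10% was 81, 137 and 230 at 1 week, 152, 398 and 482 at 3 weeks, and 1071, 2377 and 2337 at 5 weeks. Downregulated were 27, 161 and 276 at 1 week, 97, 181 and 352 at 3 weeks, and 268, 671 and 687 at 5 weeks. Of the 137 upregulated with CSE 5% at 1 week, 105 were also upregulated at 3 weeks, where 1.64 would be shared by unrelated lists (Fisher's exact test, p = 5.9e-178), and 111 at 5 weeks against 9.78 (p = 5.7e-102). Fisher's test counts all 33297 transcript clusters as independent, which they are not, so its p-values do not measure the spread between arrays. These comparisons share no arrays. Their shares of the 1-week list, 76.6% and 81.0%, were the highest over concentrations and directions. Of the 81 upregulated with CSE 1%, 17 (21.0%) and 22 (27.2%) were shared, of the 161 downregulated with CSE 5% 79 (49.1%) and 71 (44.1%), and of the 230 upregulated with CSE 10% 101 (43.9%) and 157 (68.3%). Between CSE 10% and CSE 5%, 61 transcript clusters differed at 1 week, among them HSPA6 and the co-chaperone DNAJB1, higher by 4.26 and 1.50 with CSE 10%. At 3 and 5 weeks 22 and 57 differed; at 5 weeks the heme oxygenase gene HMOX1 was higher with CSE 10% by 1.63 (standard error 0.17) and CEACAM5, an adhesion molecule of epithelial surfaces, lower by a log2 difference of -1.45. The effect of exposure, taken against the control of each week, differed between 5 weeks and 1 week for 704, 1338 and 1356 transcript clusters with CSE 1%, 5% and 10%. A change of the control cells enters these numbers in full. In control cells 676 transcript clusters were higher and 978 lower at 5 weeks than at 1 week. From the volcano plots of Fig 3, the paper states that the number of overexpressed genes rose with the time and the concentration of exposure. Centred on housekeeping changes, 614 and 876 were upregulated and 116 and 223 downregulated with CSE 5% and 10% at 3 weeks. With B above 3 the effects that differed between 5 weeks and 1 week numbered 395, 687 and 838 and, with an adjusted p under 0.05 in place of B, 1201, 2066 and 2083; with B above 3, 14 differed between CSE 10% and CSE 5% at 3 weeks. Without control replicate 1 at 5 weeks, the effects that differed between 5 weeks and 1 week numbered 444, 833 and 871, without control replicate 3 at 1 week 1365, 2203 and 2096; without control replicate 1 at 1 week the number for CSE 5% was 872, without CSE 1% replicate 1 at 5 weeks that for CSE 1% was 1290, and without CSE 10% replicate 1 at 1 week the number between CSE 10% and CSE 5% at 1 week was 94.

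**Figure D2:**
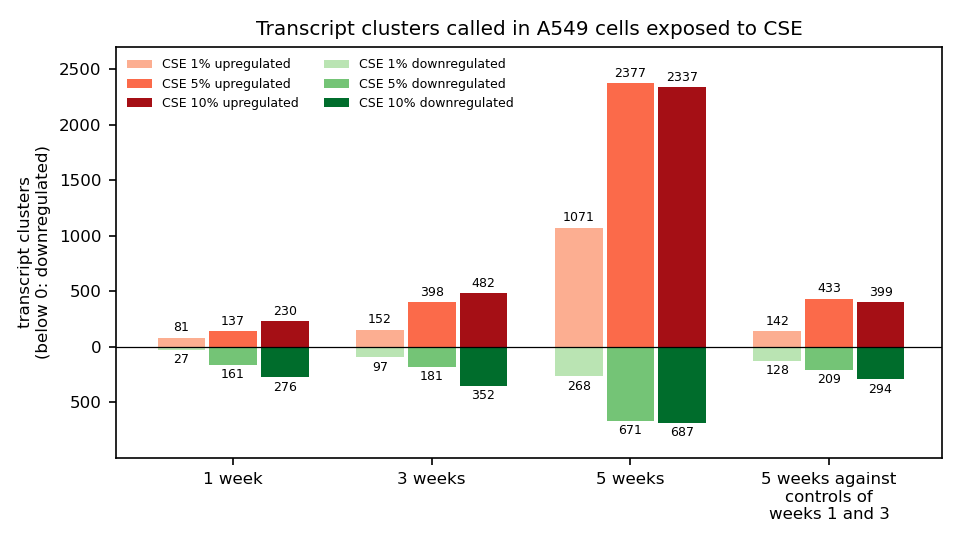
Number of transcript clusters called upregulated and downregulated (y axis) for CSE 1%, 5% and 10% against the control arrays of the same week, and at 5 weeks against the control arrays of weeks 1 and 3 (x axis). With CSE 5% at 5 weeks there were 2377 up and 671 down against the 5-week controls and 433 up and 209 down against the controls of weeks 1 and 3.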

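At 5 weeks the transcript clusters with the largest rises included PLEKHH2, at 3.68 (standard error 0.18, adjusted p = 1.0e-15) with CSE 5%, QPCT, the glutaminyl cyclase that modifies the N-terminus of peptides and chemokines, at 3.64 (standard error 0.15), and ST8SIA4, a polysialyltransferase, at 3.60 (standard error 0.23). Against the control arrays of weeks 1 and 3 these were at 3.93, 3.38 and 1.81. The largest fall with CSE 5% and with CSE 10% was that of OR51E1, at -3.38 and -3.99 (standard error 0.20). It was followed by TFF1, a secreted trefoil peptide of mucosal epithelia, with CSE 5% (-3.27) and by CEACAM7, an epithelial adhesion molecule, with CSE 10% (-3.83). Among transcript clusters carrying 1 gene symbol, 841, 1856 and 1805 genes were upregulated with CSE 1%, 5% and 10% at 5 weeks and 100, 241 and 358 were downregulated. With the B value above 3 that the legend of Fig 3 gives, 807, 2087 and 2062 transcript clusters were upregulated. Against the control arrays of weeks 1 and 3, 142, 433 and 399 were upregulated and 128, 209 and 294 downregulated. Of those upregulated against the 5-week controls, 91 (8.50%), 375 (15.8%) and 323 (13.8%) were upregulated against these as well, and 337, 1338 and 1394 were higher at an adjusted p under 0.05. Between the control arrays of 3 and 5 weeks themselves, 850 transcript clusters were higher and 1162 lower at 5 weeks. The number upregulated with CSE 1% was 565 without control replicate 1, 1749 without CSE 1% replicate 1 and 661 without CSE 1% replicate 3 at 5 weeks, and the number downregulated was 165 without control replicate 1. Each comparison fitted alone to its 6 arrays gave 449 upregulated transcript clusters with CSE 1%.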

After 5 weeks of exposure, over 1000 upregulated genes were detected in cells exposed to the CSE compared to the control group. 

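Among genes listed in Table 1, CDH6, a cadherin of kidney and neural tissue, rose by 3.53 with CSE 5% at 5 weeks (log2, standard error 0.13), HPGD, the dehydrogenase that inactivates prostaglandins, by 3.55 (standard error 0.30), and NR5A2, a nuclear receptor, by 3.59 (standard error 0.13). FGB and FGA, which encode 2 chains of fibrinogen, fell by 3.24 and 2.96 (standard errors 0.20 and 0.12), and MAPK4, an atypical MAP kinase, fell by 3.23 (standard error 0.14). The study gives Table 1 after its count for 5 weeks and does not name the dose. With CSE 5% at 5 weeks, the comparison whose values lie within 0.01 of the table's for 83 of its 85 genes compared, 76 of them were higher and 9 lower. Against the control arrays of weeks 1 and 3, 55 of the 76 were still upregulated and all 9 downregulated; CDH6 was higher by 3.94, HPGD by 1.84 and NR5A2 by 2.38, and FGB fell by 4.43 and MAPK4 fell by 2.70. Table 1 also holds genes with very long mRNAs. In a list of 56 genes of this kind, many of the centrosome, the Golgi or chromatin, 45 rose with CSE 5% at 5 weeks and 3 fell (46 and 3 when adjusted over the list alone), with a median log2 fold change of 1.48. Its leading members were CEP170, a protein of the centriole's subdistal appendages, at 2.29, DST, a linker of the cytoskeleton, at 2.64, and CHD9, a chromatin remodeler, at 2.22 (standard errors 0.22, 0.31 and 0.28). The list ranked above other genes (camera, adjusted p = 5.2e-09, 0.28 with an estimated correlation), and as it was drawn up from Table 1 it is not independent evidence. With CSE 5% at 1 week, 11 rose and 0 fell against the controls of that week, with a median of 0.27. At 3 weeks 13 rose and 0 fell, with a median of 0.51. In control cells 51 of the 56 were lower at 5 weeks than at 3 weeks and 0 were higher, with a median log2 change of -1.31. Against the controls of weeks 1 and 3, 12 rose and 2 fell with CSE 5% at 5 weeks, with a median of 0.32, and CEP170, DST and CHD9 had 1.18, 1.12 and 0.71.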

The top 100 deregulated genes are shown in Table 1. Of these genes, the chemokine CCL-2 showed the highest expression. 

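CCL2 (transcript cluster 8006433), the monocyte chemoattractant, had a log2 level of 6.88 ± 0.47 in control cells at 5 weeks and 11.92 ± 0.11 with CSE 5% (SD, n = 3 arrays each), a log2 fold change of 5.03 (standard error 0.15, adjusted p = 4.6e-20). This was the largest rise among all transcript clusters called with CSE 5% at 5 weeks, above that of CYP1B1, an enzyme that oxidises polycyclic hydrocarbons and estrogens, at 4.76 (standard error 0.12). With CSE 1% and CSE 10% at 5 weeks CYP1B1 had the largest rise, 4.29 and 4.78, and CCL2 rose by 3.60 and 4.04. CCL2 was lower with CSE 10% than with CSE 5%, by a log2 difference of -0.99 (adjusted p = 1.5e-04). In control cells CCL2 changed by -0.29 from 3 to 5 weeks (adjusted p = 0.12, which did not pass the test). Its change was -0.55 without control replicate 1 at 5 weeks (adjusted p = 0.0015) and -0.12 without control replicate 3 at 5 weeks. Against the control arrays of weeks 1 and 3, CCL2 rose by 3.62, 5.05 and 4.06 with CSE 1%, 5% and 10% and CYP1B1 by 2.58, 3.05 and 3.07, so that there CCL2 rose more than CYP1B1 with each. CYP1B1 itself changed by -0.96 from 3 to 5 weeks in control cells. It had also fallen there from 1 to 3 weeks. The controls of weeks 1 and 3 are thus no common baseline for CYP1B1. With CSE 1% and 10% the turned order of CCL2 and CYP1B1 rests on the mean of these controls. Of 30 chemokine and cytokine genes, 14 rose with CSE 5% at 5 weeks, 9 fell and 7 did not pass the test (14 rose and 9 fell when adjusted over the list alone), 15 and 4 after cyclic loess. CXCL8 and CXCL1, which attract neutrophils, rose by 2.86 and 1.85 (standard errors 0.13 and 0.11), IL1A, an inflammatory cytokine, by 1.88, and CSF1, a growth factor of macrophages, by 1.10. The list ranked above other genes (camera, adjusted p = 0.023, 0.18 with an estimated correlation). From 3 to 5 weeks 12 of its members rose and 3 fell in control cells (9 and 4 after cyclic loess), and against the controls of weeks 1 and 3 12 rose and 0 fell with CSE 5% (adjusted p = 2.7e-05, 0.0084 with an estimated correlation). In control cells 1 member rose and 7 fell from 1 to 3 weeks, so that these controls are no common baseline for part of the list.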

CCL-2 among other functions induces migration of fibroblasts, fibrocytes and lymphocytes to sites of injury and has been associated with the pathogenesis of IPF [21,22,23]. This chemokine was upregulated from the first to the fifth week of exposure and its over-expression was validated at the mRNA and protein levels by qPCR (Fig 4A) and ELISA respectively (Fig 4B).

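At 1 week CCL2 rose by 1.22, 2.94 and 2.24 on the log2 scale with CSE 1%, 5% and 10%, and at 3 weeks by 1.95, 3.90 and 3.10 (standard error 0.15 for each; the largest adjusted p was 3.1e-06, with CSE 1% at 1 week). Its log2 level in control cells was 6.56 ± 0.028 at 1 week and 7.17 ± 0.22 at 3 weeks, and with CSE 5% it was 9.50 ± 0.048 and 11.07 ± 0.093 (SD, n = 3 arrays each). The effect of exposure on CCL2 was larger at 5 weeks than at 1 week by 2.38, 2.10 and 1.81 with CSE 1%, 5% and 10% (adjusted p = 1.4e-08, 1.1e-07 and 7.4e-07 for the difference of the effects). Among the chemokine and cytokine genes, 6 rose and 1 fell with CSE 5% at 1 week (7 and 2 when adjusted over the list alone), and the list ranked above other genes (adjusted p = 0.0014, 0.033 with an estimated correlation). IL1A rose by 1.98 and CXCL8 by 1.68 at this time (standard errors 0.10 and 0.13). At 3 weeks 14 rose and 0 fell (14 and 1 when adjusted over the list alone) (camera, adjusted p = 2.6e-07, 0.0011 with an estimated correlation).

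**Figure D3:**
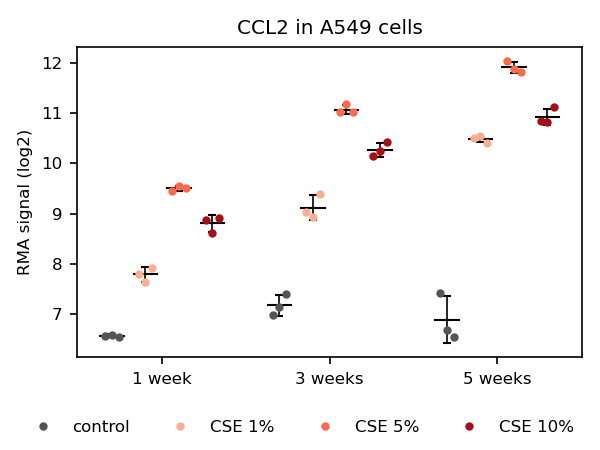
Log2 level of CCL2 (y axis, log2 units) in A549 cells by week and CSE concentration (x axis). Points are the 3 arrays of a group and bars their mean ± SD. The control arrays lie at 6.56 ± 0.028 at 1 week and the arrays of CSE 5% at 11.92 ± 0.11 at 5 weeks.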

**Fig 3:**
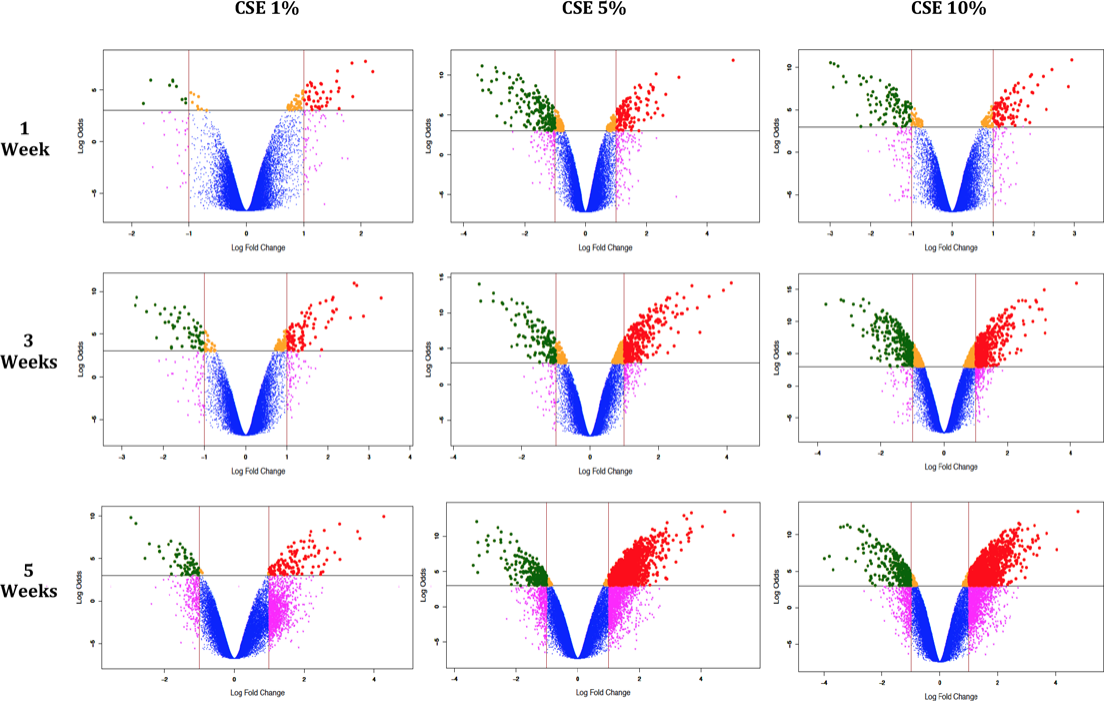
Volcano plots of genes differentially expressed in A549 cells stimulated with CSE 1%, 5% and 10% versus control cells. The x-axis represents the value of the log fold change (logarithm base 2) between different experimental conditions. The y-axis represents the B value (log-odds). Genes up-regulated > 1-fold with a B-value >3 are depicted in the red dots and those down regulated with identical fold change and B-value are indicated in green dots.

**Fig 4:**
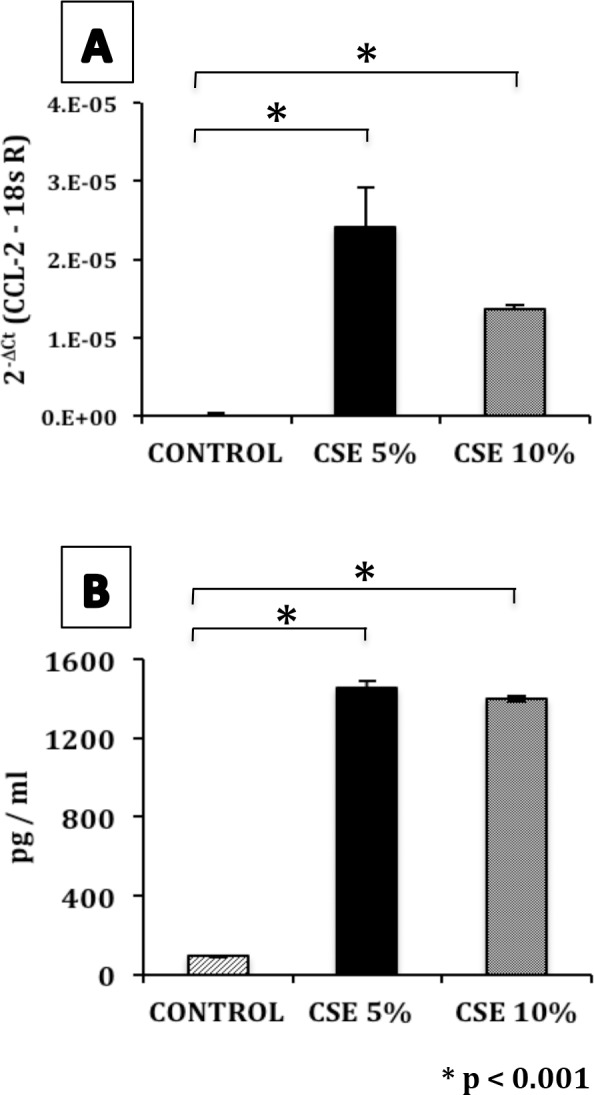
CSE induces the expression and production of CCL-2 in A549 cells. **(A)** After 5 weeks of exposure to CSE 5% or 10%, CCL-2 mRNA expression was measured by real-time PCR. The CCL-2 expression levels were normalized to 18sRNA. Values represent the mean ± SD obtained from three different experiments performed in triplicate. * p <0.001 versus untreated control. **(B)** The levels of CCL-2 in supernatants were examined by ELISA in cells exposed for 5 weeks to CSE 5% or 10%. Values represent the mean ± SD obtained from four different experiments performed in triplicate. CTRL = A549 unstimulated, CSE 5% = A549 exposed to CSE 5%, CSE 10% = A549 exposed to CSE 10%. *p <0.001 versus untreated control.

**Table 1:** 

sym	logFC	P.Value	sym	logFC	P.Value
CCL2	5.03	2.1E-08	STEAP1	2.60	5.4E-08
CYP1B1	4.76	2.8E-10	MIR224	2.59	4.4E-06
CD302	4.05	4.8E-09	NR4A1	-2.59	5.9E-09
FN1	3.68	3.6E-10	IL6ST	2.55	5.6E-07
PLEKHH2	3.68	1.2E-08	BIRC3	2.55	3.2E-07
QPCT	3.64	7.1E-09	BICC1	2.54	2.4E-06
ST851A4	3.60	1.6E-08	TMOD2	2.54	6.3E-08
NR5A2	3.59	5.5E-08	IFNGR1	2.53	1.4E-05
HPGD	3.55	2.0E-08	ATRX	2.52	1.4E-07
CDH6	3.53	1.2E-09	ST3GAL5	2.51	2.7E-08
MAP2	3.44	6.1E-10	ZNF518A	2.51	1.6E-06
AKT3	3.33	6.5E-08	C3	2.50	6.4E-08
TFF1	-3.27	2.1E-09	PXDN	2.49	9.8E-09
FGB	-3.24	4.5E-06	AADAC	2.49	1.3E-07
MAPK4	-3.23	6.2E-08	MSLN	-2.49	4.1E-06
TM4SF18	3.20	2.0E-08	NR1D1	-2.48	6.3E-08
MMP7	3.18	1.1E-06	TBC1D19	2.44	3.1E-08
TMEM156	3.09	4.5E-08	LPCAT2	2.44	5.9E-06
FGA	-2.96	4.6E-08	MANEA	2.31	1.9E-07
DIAPH2	2.96	2.4E-08	TFPI	2.31	1.6E-06
AMIG02	2.95	2.0E-07	ZNF644	2.31	7.7E-08
CEP170	2.95	1.9E-07	SLC6A14	2.30	1.3E-06
NCOA7	2.93	7.8E-08	CEP170	2.29	4.8E-06
FSTL4	-2.91	2.3E-08	ARL4C	2.28	7.8E-08
SLFN5	2.90	2.5E-09	IGF2	2.28	7.1E-06
ATRX	2.90	l.lOE-05	ARID4A	2.28	4.5E-07
STAT4	2.90	7.4E-08	BMPR1B	2.26	3.8E-08
HIPK2	2.87	1.2E-08	ATP8B1	2.26	1.4E-07
CFHR1	2.87	6.0E-07	TGFB2	2.26	1.6E-07
IL8	2.86	7.2E-09	TSPAN7	2.25	6.7E-08
MLLT11	2.86	3.5E-08	VPS13C	2.08	l.ZOE-06
ARHGAP18	2.85	4.3E-07	TIA1	2.08	6.5E-06
F2RL2	2.84	5.5E-08	ZBTB20	2.07	9.3E-07
GPR126	2.81	2.1E-06	KLRC3	2.07	1.3E-06
ITGB6	2.78	1.6E-08	CYorf15B	2.07	2.0E-06
CFH	2.76	4.8E-08	GLIPR1	2.07	2.3E-07
STEAP2	2.76	6.3E-08	RAB11FIP2	2.07	3.6E-07
TIPARP	2.75	2.3E-08	KLHL5	2.06	1.3E-06
CLEC4E	2.75	6.3E-07	ITGAV	2.00	3.0E-06
TGFB1	2.73	2.9E-06	PCM1	1.99	5.2E-07
NID2	-2.71	5.1E-08	TTC3	1.99	1.2E-05
GCC2	2.70	8.1E-07	FU36840	1.99	2.0E-05
NTRK3	2.68	2.0E-08	KIAA1107	1.99	5.5E-07
MIR31	2.68	2.9E-07	SPOPL	1.99	7.6E-05
NEDD4	2.68	1.5E-08	ZBTB41	1.99	1.2E-06
RP56KA6	2.68	1.5E-08	SEMA3C	1.99	1.6E-07
APOH	2.66	6.5E-07	HRSP12	1.99	1.9E-05
D5T	2.64	2.4E-08	AP152	1.98	3.6E-06
IFNE	2.63	5.1E-07	RIF1	1.98	2.1E-06
PLA2R1	2.61	2.0E-08	CPB2	1.98	1.1E-07

### TGF- β is a possible modulator of phenotypic changes in epithelial cells exposed to CSE

Network pathways were constructed using the IPA bioinformatic software. 

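With CSE 5%, BMPR1B and TGFBR3, receptors for bone morphogenetic proteins and TGF-β ligands, rose at 5 weeks by 2.26 and 1.93 on the log2 scale (standard errors 0.13 and 0.15), and BMP4, a ligand of the same family, by 1.60 (standard error 0.12). Of 40 genes of TGF-β signalling, 14 rose and 5 fell with CSE 5% at 1 week, 19 and 3 at 3 weeks, and 22 and 8 at 5 weeks. Adjusted over the list alone the numbers were 18 and 6, 20 and 4, and 25 and 9. The list ranked above other genes at each time (camera, adjusted p = 1.3e-04, 1.2e-06 and 4.6e-04), with adjusted p = 0.067, 0.015 and 0.13 with an estimated correlation. As the study picked several of its members on these samples, the list is not independent evidence. Among 28 genes that TGF-β is known to induce or repress, 11 rose and 10 fell at 5 weeks (12 and 10 when adjusted over the list alone), with no shift of the list (adjusted p = 0.57). Since induced and repressed genes stand in this list together, the test cannot tell whether TGF-β targets responded. Wnt signalling was represented by 66 genes, of which 11 rose and 2 fell with CSE 5% at 1 week, 15 and 7 at 3 weeks, and 21 and 25 at 5 weeks. For these the numbers adjusted over the list alone were 14 and 5, 22 and 9, and 21 and 26 (3 weeks: 26 and 3 centred on housekeeping changes; 5 weeks: 22 and 17 after cyclic loess), and the list did not rank apart (adjusted p = 0.23, 0.075 and 0.57). ROR1, a receptor for Wnt5a, rose by 2.36 at 5 weeks (standard error 0.10), LRP6, a Wnt co-receptor, by 1.39, RSPO3, a secreted enhancer of Wnt signals, by 1.54, and RNF43, a ligase that removes Frizzled receptors from the cell surface, by 0.83. Since enhancers such as RSPO3 stand in this list beside genes such as RNF43, the list test cannot tell whether Wnt signalling was activated. In control cells 5 of the TGF-β signalling genes rose and 17 fell from 3 to 5 weeks (8 and 15 centred on housekeeping changes), and of the Wnt signalling genes 21 rose and 15 fell (13 and 12 after cyclic loess). Against the controls of weeks 1 and 3, 16 of the former rose and 4 fell with CSE 5% at 5 weeks (adjusted p = 2.3e-04, 0.085 with an estimated correlation), and 17 of the latter rose and 12 fell (adjusted p = 0.23), with LRP6 at 0.66 and RSPO3 at 0.31, the latter not past the threshold.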

Among the main dysregulated pathways were TGF-β and Wnt signaling (Fig 5A). Thus, genes such as TGFβ1, TGFβ2, the type II receptor for TGF-β, Smad2 and 3, and plasminogen-activator inhibitor 1 (PAI-1) were found over-expressed in these CSE-exposed cells, as well as the Wnt receptor Frizzled (Fig 5B).

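TGFB1 (transcript cluster 8037005), which encodes the TGF-β1 ligand, rose at 5 weeks by 0.96, 1.72 and 1.66 on the log2 scale with CSE 1%, 5% and 10% (standard error 0.15, adjusted p = 4.6e-10 with CSE 5%), and TGFB2 (7909789) by 1.31, 2.26 and 2.42 (standard error 0.11, adjusted p = 1.1e-15). Both had risen at 1 week, TGFB1 by 1.15, 1.22 and 1.10 and TGFB2 by 1.25, 1.16 and 2.08. TGFBR2 (8078350), the type II receptor, rose by 0.97, 1.19 and 1.24 at 5 weeks (standard error 0.087), and SMAD3 (7984364), a transcription factor of the pathway, by 0.66, 0.85 and 0.84 (standard error 0.094). SMAD2 (8023195), which acts beside SMAD3, had log2 fold changes of -0.018, -0.23 and -0.32 at 5 weeks (standard error 0.086, adjusted p = 0.87, 0.021 and 0.0022), so that it fell with CSE 5% and 10%. The median over all transcript clusters was -0.167 with CSE 5% and -0.175 with CSE 10%, so that the fall with CSE 5% lay near it. A second, dimmer transcript cluster of SMAD2 (8023191) had 0.81, 1.01 and 0.75 (standard error 0.27, adjusted p = 0.0025 with CSE 5%), and the mean of both gave 0.39 with CSE 5% and 0.21 with CSE 10%. At 1 week SMAD2 had -0.27 with CSE 1%, which did not pass the test (after cyclic loess and centred on housekeeping changes it did, at -0.32 and -0.33), and fell by 0.62 and 0.79 with CSE 5% and 10%. Of the Frizzled receptors for Wnt ligands, FZD3 and FZD6 rose by 1.54 and 1.66 with CSE 5% at 5 weeks (standard errors 0.24 and 0.17), FZD5 by 0.80 and FZD2 by 0.44. FZD8, FZD10 and FZD4 fell by 0.87, 0.46 and 0.23, and FZD1, FZD7 and FZD9 had -0.10, -0.15 and -0.21, which did not pass the test. Centred on housekeeping changes FZD4 had -0.20 (adjusted p = 0.089), not past the threshold. FZD3, FZD6 and FZD5 changed in control cells from 3 to 5 weeks by -1.20, -1.08 and -0.64, and against the controls of weeks 1 and 3 they had 0.55, 0.61 and 0.15 with CSE 5%, of which that of FZD5 did not pass the test. FZD4 turned to 0.031 and FZD1 to 0.011 there and FZD10 and FZD9 had -0.25 and -0.071, none past the threshold, while FZD8 fell by 0.55 and FZD7 fell by 0.29. Without control replicate 1 at 5 weeks FZD4 had -0.13 (adjusted p = 0.28) and FZD7 fell by 0.25. FZD4 had -0.21 and -0.19 without CSE 5% replicate 1 or 2, which did not pass the test, and FZD9 fell by 0.29 without control replicate 3 and fell by 0.33 without CSE 5% replicate 2. FZD10 fell by 0.30 without CSE 5% replicate 1 and by 0.57 without CSE 5% replicate 3. SMAD2 fell by 0.56, 0.78 and 0.87 with CSE 1%, 5% and 10% against the controls of weeks 1 and 3, and TGFBR2 rose there by 0.52 with CSE 1%. The fall of SMAD2 with CSE 5% did not pass the test centred on housekeeping changes (-0.21, adjusted p = 0.069), nor without control replicate 2 or 3 or CSE 5% replicate 1 or 2 at 5 weeks (adjusted p = 0.061, 0.072, 0.062 and 0.064).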

**Fig 5:**
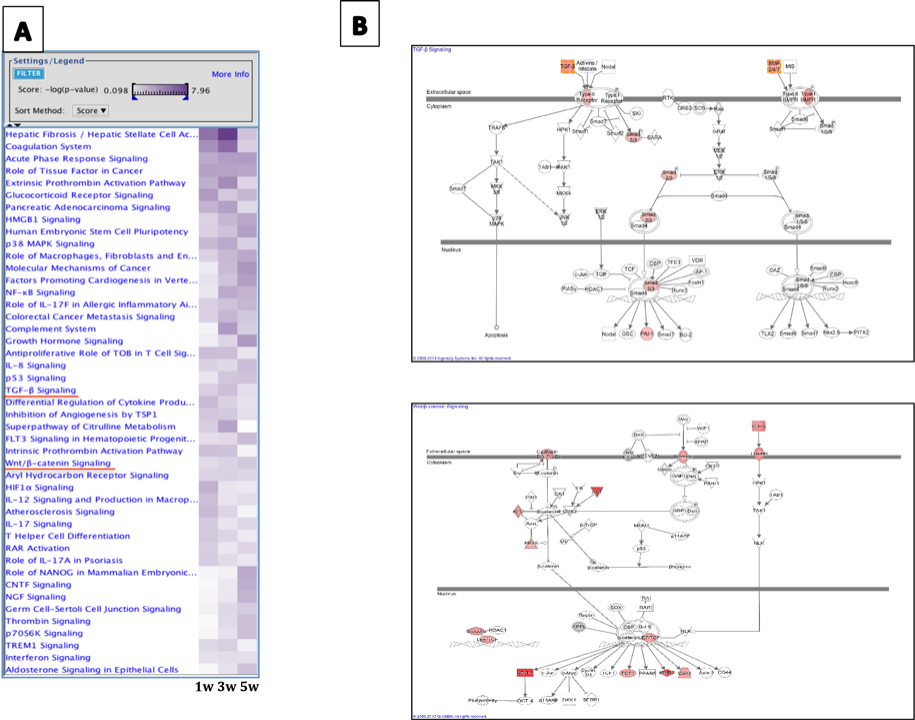
**(A)** Main canonical pathways induced by cigarette smoke extract at 1, 3 and 5 weeks of exposure. 1w (1 week of exposure to 5% CSE), 3w (3 weeks of exposure to 5% CSE), 5w (5 weeks of exposure to 5% CSE). **(B)** Deregulated genes (red) in the TGF-β1 signaling pathway (upper panel) and Wnt signaling pathway (bottom panel) in epithelial cells exposed to cigarette smoke extract compared to control cells.

After validating the gene expression levels of TGF-β1 by real-time PCR (Fig 2A), we examined the levels of total TGF-β (latent and active) protein secreted into the conditioned media from cells exposed to CSE. No significant differences of latent TGF-β1 were found between the cells exposed to cigarette smoke and the control cells. By contrast, the levels of active TGF-β were significantly increased in cells exposed to cigarette smoke (Fig 6).

**Fig 6:**
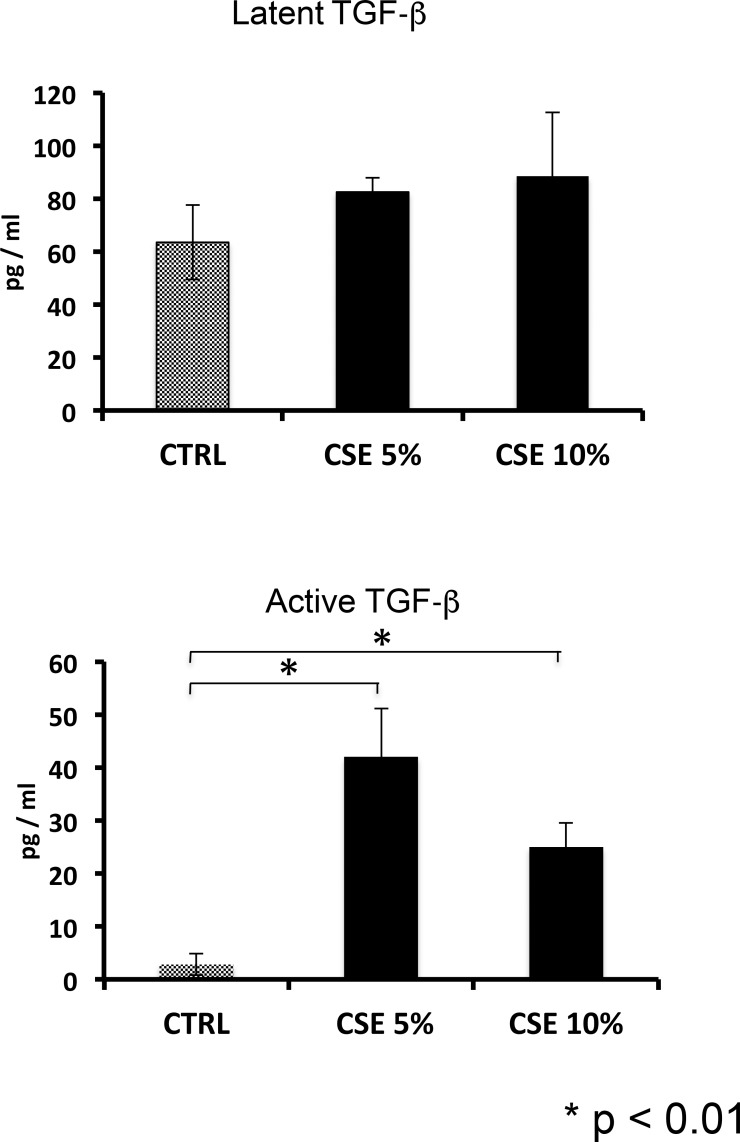
CSE promotes the activation of TGF-β. After one week of stimulation, the levels of latent and active TGF-β1 were examined by ELISA in supernatants of epithelial cells exposed to cigarette smoke. CTRL = A549 unstimulated, CSE 5% = A549 exposed to CSE 5%, CSE 10% = A549 exposed to CSE 10%. Results from four independent experiments each of them in triplicate are expressed as mean +SD. * p <0.01 versus untreated control.

### Integrin αV β6 mediates latent TGF- β activation in stimulated epithelial cells

To explore the mechanism(s) involved in the activation of latent TGF-β, the expression of several genes known to be implicated in this process were examined from our transcriptional profiling. We found that the gene levels of αV (ITGαV) and β6 integrins (ITGβ6) were increased. 

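ITGAV (transcript cluster 8046861), which encodes the αV integrin subunit, rose at 5 weeks by 1.14, 2.00 and 1.91 on the log2 scale with CSE 1%, 5% and 10% (standard error 0.22, adjusted p = 2.6e-08 with CSE 5%). ITGB6 (8056184), the β6 subunit found on epithelial cells, rose by 1.64, 2.78 and 1.92 (standard error 0.15, adjusted p = 1.7e-14 with CSE 5%). At 3 weeks ITGAV rose by 0.96 and 0.91 with CSE 5% and 10%, and with CSE 1% it had 0.47 (adjusted p = 0.20, not past the threshold); ITGB6 rose by 0.80, 1.83 and 1.31. At 1 week ITGAV had 0.25, 0.54 and 0.50 (adjusted p = 0.59, 0.12 and 0.13), none past the threshold, while ITGB6 had 0.059 with CSE 1% and rose by 0.79 and 0.53 with CSE 5% and 10%. For 1 week of exposure the paper reports higher ITGAV in A549 cells by real-time PCR and Western blot. The array values at 1 week have the same sign but are too imprecise to decide this. The effect of CSE 5% was larger at 5 weeks than at 1 week by 1.46 for ITGAV and 1.99 for ITGB6 (adjusted p = 0.0012 and 2.1e-07). Of 16 genes known to activate latent TGF-β, 10 rose and 5 fell with CSE 5% at 5 weeks (10 and 5 when adjusted over the list alone), among them NRP1, a co-receptor that binds latent TGF-β, by 2.00, THBS1, thrombospondin 1, by 1.92, and PLAU, urokinase, by 0.92 (standard errors 0.089, 0.091 and 0.091). This list, which holds the integrins the study picked and is not independent evidence, ranked above other genes (camera, adjusted p = 0.0047, 0.12 with an estimated correlation). Of 23 integrin genes, 9 rose and 5 fell (9 and 5 when adjusted over the list alone), ITGA2, a collagen receptor subunit, by 1.27, ITGB1, the β1 subunit, by 0.97, and ITGA6, a laminin receptor subunit, by 0.90, with no shift of the list (adjusted p = 0.27). Measured against the controls of weeks 1 and 3, NRP1 rose by 1.09 and ITGA2 by 0.60, and ITGB1 and ITGA6 had 0.23 and 0.21, which did not pass the test. In control cells from 3 to 5 weeks, ITGAV and ITGB6 changed by -1.10 and -0.42, 4 of the activators rose and 7 fell (1 and 7 after cyclic loess, 5 and 5 centred on housekeeping changes), and 3 of the integrins rose and 6 fell (1 and 8 after cyclic loess, 10 and 5 centred on housekeeping changes). The change of ITGB6 did not pass the test in a separate fit (adjusted p = 0.095), centred on housekeeping changes (-0.33), or without control replicate 1 or 3 at 3 weeks or 3 at 5 weeks (adjusted p = 0.13, 0.11 and 0.069). Measured against the controls of weeks 1 and 3, ITGAV had -0.13 with CSE 1% (adjusted p = 0.73, not past the threshold) and rose by 0.72 and 0.63 with CSE 5% and 10%, and ITGB6 rose by 1.31, 2.44 and 1.59. Without CSE 1% replicate 3 at 3 weeks ITGAV rose with CSE 1% (log2 fold change 0.71, adjusted p = 0.041), and without control replicate 3 or CSE 10% replicate 3 at 1 week the rise of ITGB6 with CSE 10% did not pass the test (adjusted p = 0.050 and 0.067). At 1 week ITGAV had 0.0061, 0.29 and 0.25 with CSE 1%, 5% and 10% without control replicate 3. Without control replicate 1 at 1 week it had 0.42, 0.70 and 0.66.

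**Figure D4:**
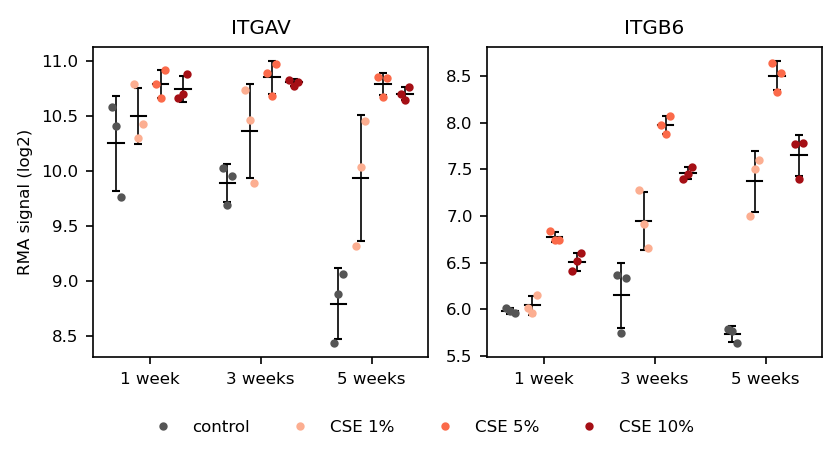
Log2 levels of ITGAV and ITGB6 (y axis, log2 units) in A549 cells by week and CSE concentration (x axis). Points are the 3 arrays of a group and bars their mean ± SD. ITGB6 at 5 weeks lies at 5.73 ± 0.085 in control cells and 8.51 ± 0.16 with CSE 5%.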

The heterodimer of this integrin is an important activator of latent TGF-β [24].

The upregulation of integrin αV was corroborated in A549, MLE-12 and RLE-6TN cell lines at both mRNA (Fig 7A) and protein levels (Fig 7B). As a proof of concept, the αV integrin was silenced using viral vector encoding specific short-hairpin RNA. The expression of ITGαV was completely abolished at the mRNA level and partly at the protein level (Fig 8A).

**Fig 7:**
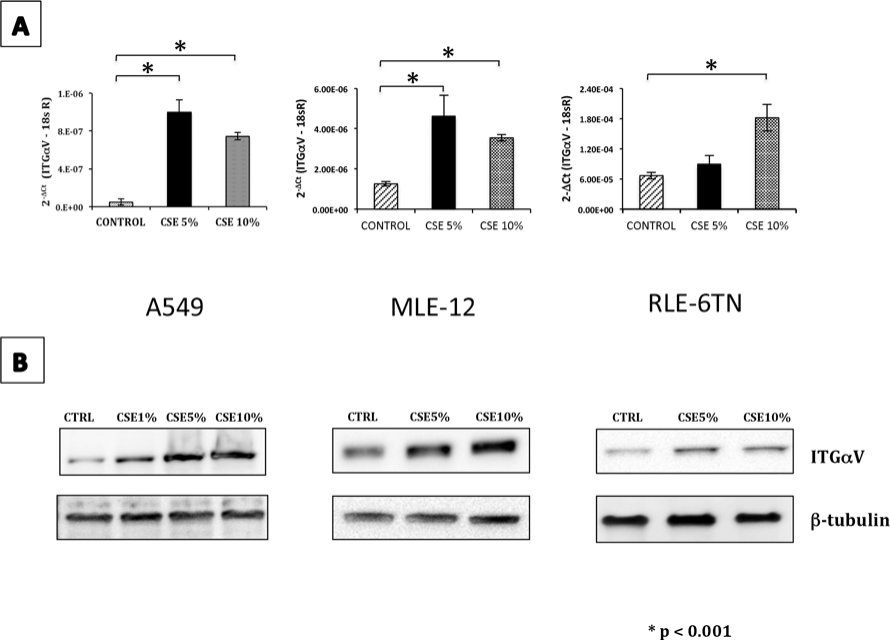
Exposure to CSE increases the expression and production of ITGαV in lung epithelial cells. **(A)** mRNA levels of ITGαV were quantified by real-time PCR in A549, MLE-12 and RLE-6TN cells after one week of exposure to CSE; data were adjusted to 18sRNA levels. Values represent the mean ± SD obtained from three different experiments performed in triplicate. *P<0.001 versus untreated control. **(B)** Quantification of cell lysates of ITGαV by Western blotting in A549, MLE-12 and RLE-6TN cells after one week of exposure. CTRL (A549 unstimulated), CSE 1% (A549 exposed to CSE 1%), CSE 5% (A549 exposed to CSE 5%), CSE 10% (A549 exposed to CSE 10%).

**Fig 8:**
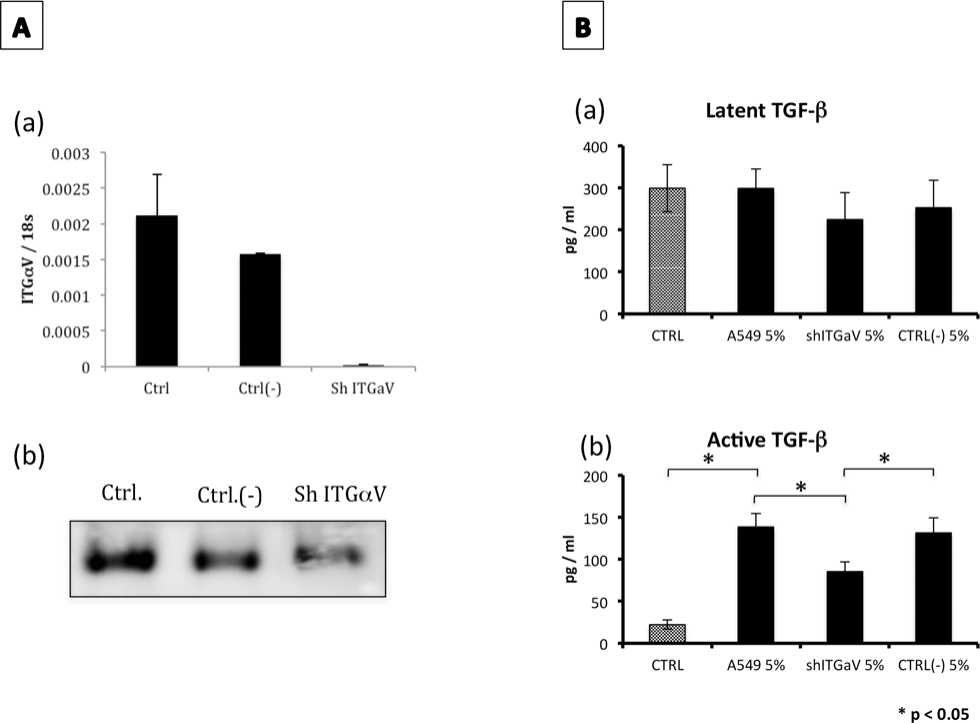
ITGαV-silenced cells exposed to CSE showed a partial decrease in TGF-β activation. **(A)** The expression of ITGαV was measured at mRNA level by real-time PCR (panel a). Values represent the mean ± SD obtained from three different experiments performed in triplicate (panel b) Quantification of ITGαV in cell lysates by Western blotting. **(B)** After one week of exposure to CSE 5%, the levels of latent (panel a) and active (panel b) forms of TGF-β were examined in the conditioned media by ELISA. Values represent the mean ± SD obtained from four different experiments performed in triplicate. *P<0.05. Ctrl (unstimulated A549), A549 5% (A549 exposed to 5% CSE), shITGαV 5% (A549 infected with shITGαV exposed to 5% CSE), Ctrl (-) 5% (A549 infected with a scrambled shRNA sequence exposed to 5% CSE). *p <0.05.

After 1 week of stimulation with CSE 5%, TGF-β concentration was quantified by ELISA in control and in ITGαV silenced cells. No significant differences were observed with latent TGF-β (Fig 8B, upper panel). As expected, control epithelial cells (either normal or infected with the empty vector) stimulated with 5% cigarette smoke extract showed a higher concentration of active TGF-β compared with non-stimulated cells. The ITGαV gene silenced cells showed a partial but significant decrease in TGF-β activation. (Fig 8B, bottom panel).

To confirm that activation mediated by ITGαV is involved in the partial EMT observed in CSE-treated cells, several EMT-related genes like TGF-β1, MMP-7, fibronectin and CDH2 were measured in the ITGαV-silenced cells exposed to CSE. ITGαV-silencing caused a down-regulation of fibronectin, CDH6, and MMP-7 compared with controls or cells infected with scrambled shRNA sequence (Fig 9). Curiously, scrambled shRNA induced a modest but significant increase of MMP-7 in controls cells.

**Fig 9:**
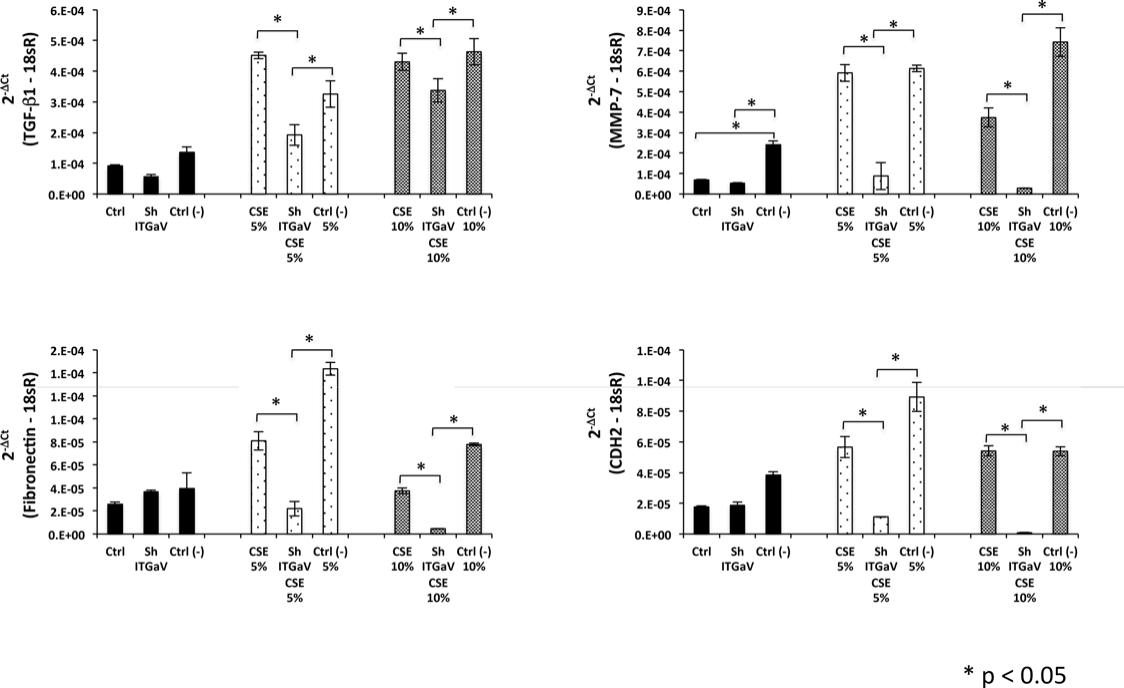
Knockdown of ITGαV inhibits the expression of EMT-related genes in A549 exposed to CSE. The levels of mRNA expression of TGF-β1, fibronectin, CDH-2 and MMP-7 were measured by real-time PCR in A549 cells after 1 week of exposure to CSE (5% and 10%). The expression levels were normalized to 18sRNA. **Black bars:** Ctrl (unstimulated A549 cells), shITGαV (A549 infected with shITGαV) and Ctrl (-) (A549 infected with a scrambled shRNA sequence). **Dotted bars:** CSE 5% (A549 exposed to CSE 5%), shITGαV 5% (A549 infected with shITGαV exposed to CSE 5%) and Ctrl (-) 5% (A549 infected with a scrambled shRNA sequence exposed to CSE 5%). **Gray bars:** CSE 10% (A549 exposed to CSE 10%), shITGαV 10% (A549 infected with shITGαV exposed to CSE 10%) and Ctrl (-) 10% (A549 infected with a scrambled shRNA sequence exposed to CSE 10%). Data represent mean +SD from three independent experiments each in triplicate. *P<0.05.

To explore whether overexpression of this integrin occurs in vivo in response to smoking, we developed an experimental model in rats exposed to cigarette smoke for two months. We observed an abundant expression of immunoreactive ITGαV after tobacco smoke exposure compared to control rats, primarily located to alveolar and bronchiolar epithelia (Fig 10A–10C). In addition, a significant increase of active TGF-β was observed in BAL fluids from rats exposed to cigarette smoke compared to non-smoker animals (Fig 10D).

**Fig 10:**
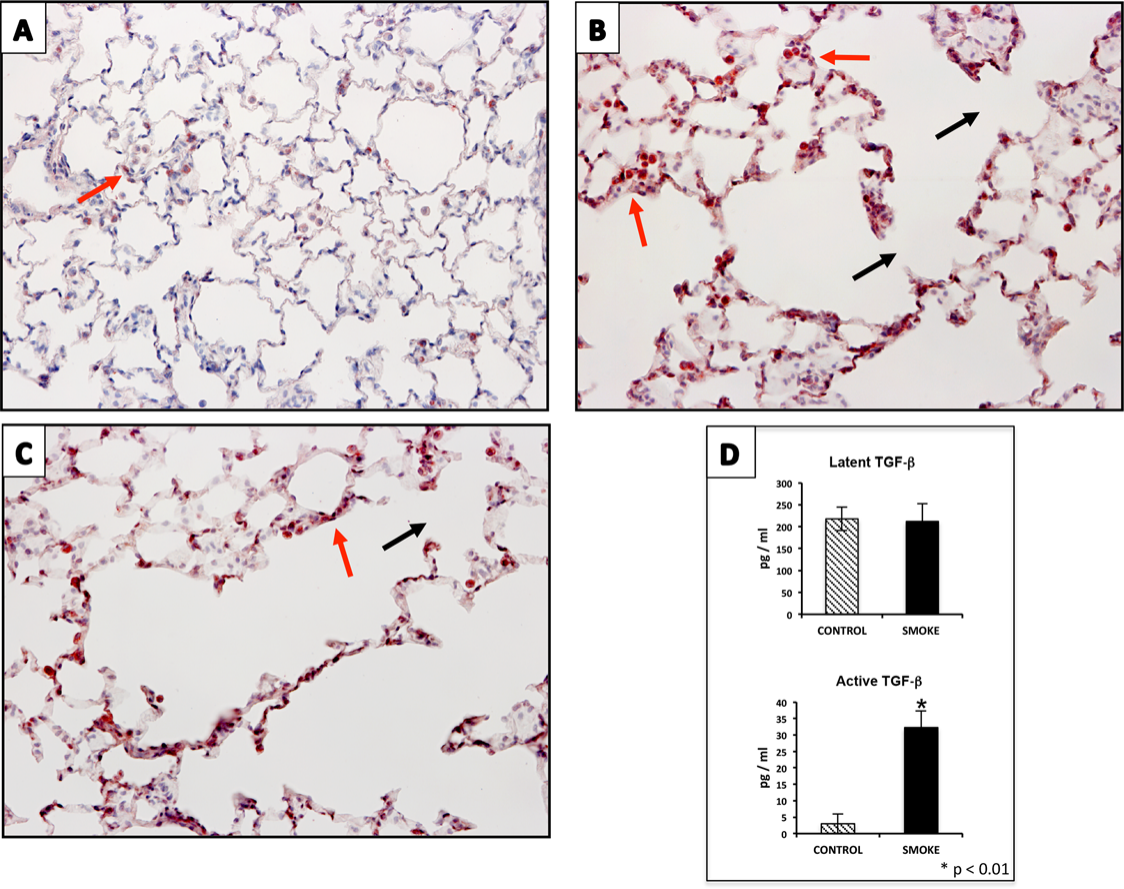
An increase in the expression of ITGαV and of active TGF-β is observed in lungs of rats exposed to cigarette smoke. Immunohistochemistry of ITGαV in control rat lung (**A; 20x**) and rat lungs exposed to cigarette smoke for 2 months (**B and C; 20x**)**.** Black arrows indicate areas of alveolar septa disruption. Red arrows highlight positive stained cells. **D)** After two months of exposure to cigarette smoke, the levels of latent and active TGF- β were examined by ELISA in BAL fluids. CONTROL = Non-treated rats. SMOKE = Rats exposed to cigarette smoke. Results from four independent experiments each of them in triplicate are expressed as mean + SD. * p <0.01 versus untreated control.

## Discussion

Idiopathic pulmonary fibrosis is characterized by aberrant activation of the bronchioloalveolar epithelium and the expansion and subsequent activation of fibroblasts and myofibroblasts. Mesenchymal cells, (primarily myofibroblasts) secrete excessive amounts of extracellular matrix, mainly fibrillar collagens, leading to a progressive and irreversible destruction of the lung parenchyma [25]. However, the mechanisms that trigger the epithelial "hyperactivation" are unclear.

IPF is a complex and multifactorial disease, with a number of genetic and environmental factors contributing to disease susceptibility. Recent genome-wide association studies performed in large cohorts have revealed multiple loci that affect the epithelial integrity and the innate immune response increasing the risk of developing IPF [26].

Regarding environmental factors, exposure to cigarette smoke has been identified as the strongest risk condition associated with the development of this disease. Thus, several clinical and epidemiological studies clearly indicate that IPF, either sporadic or familial, is significantly more common in smokers [7,8,9,10,11,12]. However, the molecular mechanisms by which smoking contribute to the fibrotic response have not been elucidated.

In this context, we explored the effect of cigarette smoke extracts on the behavior of lung epithelial cells in vitro.

Our results showed that CSE activates a strong response in alveolar epithelial cells, reflected in the up-regulation of numerous genes involved in fibrosis, and morphological changes suggestive of partial epithelial-mesenchymal transition. Thus, epithelial cells exposed to different concentrations of CSE (particularly 5 to 10%) and for different times (particularly to 5 weeks) changed their phenotype to an elongated, fibroblast-like shape with increased migratory capacity and upregulation in the expression of numerous genes characteristic of fibroblasts. This is an important process since an EMT-like program changes the epithelial phenotype giving them a unique and migratory mesenchymal-like cell phenotype, and under certain circumstances may even contribute to the local expansion of fibroblast population [25]. Our results are supported by recent reports showing that short-term exposure (48 h) to cigarette smoke extracts has an effect on lung epithelial cells inducing the expression of mesenchymal markers and this process is likely mediated by the transcription factor hypoxia-inducible factor-1 alpha [27]. However, in our experimental conditions, we did not find changes in the expression level of mesenchymal markers or morphological changes suggestive of EMT in such a short period of exposure. Moreover, the overexpression of integrins, which contribute to TGF-β1 activation, was observed after a prolonged exposure period. In another study it was shown that short-term exposure with CSE provokes activation of TGFβ pathway and EMT only when epithelial cells are co-cultured with fibroblasts [28].

In our study, the observed changes in epithelial cells exposed to cigarette smoke extract were likely associated with the activation of the TGF-β signaling pathway since several components of this pathway (e.g. TGF-β1, TGF-β2 and one of its receptors), and some genes involved in its activation were over-expressed likely resulting in the increased secretion of the activated form of this factor. Importantly, activation of TGF-β is the rate-limiting step of TGF-β bioavailability [29]. We focused on αVβ6 integrin, which is an epithelial cell-restricted integrin that is expressed at low levels in normal lung but highly increased in IPF [30]. This integrin interacts with the latency-associated protein (LAP) of the inactive complexes of TGF-β1 promoting the activation of this growth factor [24]. We found that cigarette smoke exposure increases the expression of V integrin at the gene and protein level. Furthermore, our findings obtained by silencing the expression of the integrin ITGαV further indicates that TGF-β activation was at least partially mediated by this integrin complex. This observation is also supported by our in vivo experiments in rats exposed to cigarette smoke for two months, in which the lungs of exposed rats displayed an increase in the expression of ITGαV, mainly located in bronchiolar and alveolar epithelial cells along with an increase in the levels of active TGF-β.

Activated TGF-β plays a central role in the pathogenesis of IPF, primarily by promoting the activation and differentiation of fibroblasts to higher collagen-producing myofibroblasts.

Another important pathway that was activated in epithelial cells exposed to cigarette smoke extract was Wnt. In this context, a growing body of evidence has revealed that several Wnt components are up-regulated in IPF lungs, mainly in epithelial cells and fibroblasts [31]. Among other effects, Wnt signaling enhances alveolar epithelial to mesenchymal transition as well as the proliferation, activation, and resistance to apoptosis of fibroblasts [32,33].

Besides the mentioned pathways, epithelial cells exposed to CSE over-expressed many other putative profibrotic genes, including the chemokine CCL-2. This molecule is increased in pulmonary fibrosis and induces the migration of fibroblasts and fibrocytes (fibroblast progenitors) to sites of injury, which can contribute to the perpetuation of the fibrotic response [21]. Thus, various studies have shown that the expression of CCL-2 is markedly increased in IPF and in various models of pulmonary fibrosis and that the neutralization of this chemokine or its receptor significantly attenuated fibrotic response [22,23].

Our study has some limitations. First, it was performed with cell lines instead primary cultures. However, primary alveolar epithelial cells are difficult to purify and more important these cells cannot be successfully passaged for multiple times, a requirement for our long-term model. Also, we used CSE at 5% concentration that did not affect viability or proliferation, and of 10% that did not influence viability but decreased cell growth. Nevertheless, our results indicate that exposure of alveolar epithelial cells to cigarette smoke components, in the conditions used in this study, exerts a profound change in gene expression and secretion of proteins, many of which are strongly associated with the pathogenesis of idiopathic pulmonary fibrosis. These findings provide better understanding of why this disease is significantly more common in smokers and suggest likely mechanisms involving the aberrant activation of the alveolar epithelium.

## Supporting Information

S1 Fig **A) Effect of CSE exposure on cell viability.** Cell viability was measured using trypan blue staining (0.4%, Invitrogen, T10282) in A549 after one week of exposure with 5% and 10% CSE. Cells were counted by using the Countess automated cell counter (Invitrogen, C10227). Results from three independent experiments each of them in triplicate are expressed as mean ±SD. **B) Effect of CSE exposure on cell growth.** Cell growth was examined using the WST1 assay after 1 week of cigarette smoke exposure. A decrease in cell proliferation was observed with 10% of CSE. *P<0.05 versus untreated control and CSE 5%. Results from three independent experiments each of them in triplicate are expressed as mean ±SD.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

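RNA of A549 cells was measured on 36 Affymetrix Human Gene 1.0 ST arrays, 3 for each of 12 groups: control cells and cells exposed to CSE at 1%, 5% or 10%, at 1, 3 and 5 weeks. The authors corrected the probe signals for background, normalized them between arrays and summarised them per transcript cluster with RMA in the Bioconductor package oligo, and deposited the result on the log2 scale. The submitters' processing notes name R 2.11.0, RMA and limma; the genome build of the annotation is not given in the sources used here. RMA makes the distributions of the arrays alike, so a change of most genes in one direction would be removed from the values. The deposited log2 values lay between 2.29 and 14.5 and were used without further normalization or filter. Each column of the deposited table belonged to 1 array, and no array was left out. The highest correlation between any 2 arrays was 0.996, and no array was a copy of another.

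Transcript clusters were named from the platform annotation: 19460 with 1 symbol, 1754 with several and 12083 with none, and none was named from a cluster with several. All 18417 symbols were kept as given. There were 769 genes with several clusters of their own, and these were read from the cluster with the highest mean. One gene that the study names among those of TGF-β signalling is not analysed here.

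The fit used limma 3.58.1 in R 4.3.3, with a mean per group, a residual of 24 degrees of freedom, an empirical Bayes prior of 3.91 degrees of freedom and a prior proportion of changed clusters of 0.01. Calls for counts needed a log2 fold change beyond 1 and B above 0, and calls for single genes a Benjamini-Hochberg adjusted p under 0.05 over all transcript clusters. Contrasts were each CSE concentration against the control of the same week, concentrations against each other within a week, the effect of exposure at 5 weeks minus that at 1 week, and control arrays between weeks. Adjusted p of single genes come from limma throughout. The 30 gene lists were tested with camera over genes named by 1 symbol, at a preset correlation of 0.01 and with an estimated one, and their p were adjusted over the 30 lists of a comparison. The study calls its replicates independent experiments, so p-values measure the spread between these arrays. The number of arrays limits the precision of all values.

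The tests, thresholds, lists, rule for named genes and alternatives were fixed before the data were examined, apart from those said to be chosen later. Named are the genes the study names for the arrays, with those of its Table 1 where that table is compared, whose values had been seen. Up to 10 higher and 10 lower genes with the largest log2 fold change of each comparison with control are named as well, where their 3 exposed arrays lay on one side of the 3 controls. So are up to 5 members of each list with the smallest p, and up to 5 genes per direction with the smallest p of each other contrast. Table 1 has 100 entries, of which 4 repeat a symbol, 11 have no transcript cluster of their own name or were left out, and 85 were compared.

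The alternatives were B above 3, an adjusted p under 0.05 in place of B, a separate fit per comparison or per week, the replicate number as a fixed or random block, the 60% brightest transcript clusters, cyclic loess, quantile normalization again, centring on the median level of 23 housekeeping genes, array weights, all 9 control arrays as one group, a trended and robust variance, 1 cluster per symbol, the mean of a gene's clusters, an estimated correlation in camera, and each array left out. Added after seeing the data were the controls of weeks 1 and 3, separate fits with B above 3, both thresholds for the remaining comparisons, and a centring on the housekeeping genes' own changes, since the planned median level moved far more than these genes did. The default estimate of array weights did not converge, and a gene-by-gene estimate was used. The weights ran from 0.178 (control replicate 1 at 5 weeks) to 2.92 (control replicate 2 at 1 week).

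The steps were tested on simulated data for CSE 5% against control at 5 weeks, with 33297 transcript clusters. Of 50 clusters changed by a log2 value of 0.585, 2% were called and 60% passed the adjusted p; of 50 each changed by 1.5, 2.5 and -1.5, 100% were called. Of unchanged clusters, 0.00604% were called. A list of integrins shifted by 0.5 among 18417 genes was found, and of 29 other lists 1 was called. The enrichment with commercial pathway software, real-time PCR, protein and wound healing assays of the study were not used here.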

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

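The tests of a property of single arrays and of the cell cycle genes, the change of clusters lower in the 5-week controls, and all values against the control arrays of weeks 1 and 3, were chosen only after the result was seen.

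The effect of exposure at 5 weeks differed from that at 1 week by a test of the difference itself. Any change of the control cells between these weeks enters this difference. Among up to 5 genes per direction with the smallest p, the following differences stand out. With CSE 1% they were those of CYP1B1 at 3.15 (log2, standard error 0.17) and of NR4A1, a nuclear receptor induced within minutes by growth signals, at -2.56 (standard error 0.15). With CSE 5% they were those of AGMO, an enzyme that cleaves ether lipids, at 2.96 (standard error 0.17) and of ARRDC4, an arrestin-like protein of glucose uptake, at -1.87 (standard error 0.13). With CSE 10% they were those of CYP1B1 at 2.71 (standard error 0.17) and of HSPA6 at -4.42 (standard error 0.21). CYP1B1 fell in control cells by 1.50 from 1 to 3 weeks and by 0.96 from 3 to 5 weeks.

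Control arrays of different weeks, which the paper does not compare, differed from each other. There were 1654 called transcript clusters between 5 weeks and 1 week, 407 between 3 weeks and 1 week and 2012 between 5 and 3 weeks; without control replicate 1 at 5 weeks the first and last numbers were 1043 and 1190. From 1 to 3 weeks MKI67, the proliferation antigen, rose by 2.50 (standard error 0.12) and CHAC1, which degrades glutathione, fell by 1.85 (standard error 0.12). From 3 to 5 weeks CEMIP, which takes part in hyaluronan breakdown, rose by 1.10 (standard error 0.11) and NRP1 fell by 0.88 (standard error 0.089).

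Far more transcript clusters were upregulated at 5 weeks than at 1 or 3 weeks. Over 1162 transcript clusters called lower in the controls of 5 weeks than of 3 weeks, the median change from 3 to 5 weeks was -1.23 in control cells, -0.173 in cells kept in CSE 5% and -0.25 in CSE 10%. Since 982 of them are among those upregulated with CSE 5%, these values describe the pattern and exclude no explanation. Over all transcript clusters, 850 were higher and 1162 lower in control cells at 5 weeks than at 3 weeks. In cells kept in CSE 5% the numbers were 38 and 4, and in CSE 10% 98 and 30. This comparison was chosen after the result was seen. These values argue against a change of the exposed cells as the main source of the higher number at 5 than at 3 weeks. Of the clusters upregulated with CSE 5% at 5 weeks, 15.8% were also called against the controls of weeks 1 and 3. Why the 5-week control arrays stand apart stays open. A narrower signal range on those arrays may take part. The level of a transcript cluster and its change between the controls of 3 and 5 weeks had a Spearman rho of -0.357. A property of single arrays may take part too. Replicate 3 of the 1-week controls departed from replicates 1 and 2 as the 5-week controls depart from the 3-week controls (Pearson r 0.658 over transcript clusters). Of the exposed arrays, CSE 1% replicate 2 at 1 week and CSE 1% replicate 1 at 5 weeks had r of 0.499 and 0.453. The other arrays read this way lay from -0.591 to 0.297. A change in the unexposed cells at 5 weeks is a biological explanation that these arrays do not separate from the technical ones, and it was not tested.

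Cell cycle genes were higher with CSE 1% at 1 week: of 42, 39 rose and 0 fell (41 and 0 adjusted over the list alone, adjusted p = 1.7e-50, 9.8e-07 with an estimated correlation), with the replication factor GINS2 at 1.62 (standard error 0.15). The tables argue against a single control array as the cause, since 35 of 42 were higher without control replicate 3 at 1 week, with a median of 0.80 against 0.78, and 34 and 35 without replicates 1 and 2. That the control cells of 1 week were low in these genes stays open: the list had a mean log2 level of 7.63 ± 0.042 in them, 9.16 ± 0.044 in the controls of 3 weeks and 8.44 ± 0.048 with CSE 1% at 1 week (SD, n = 3 arrays each), and the median difference between the last and the controls of 3 weeks was -0.694. With CSE 5% and 10% at 1 week the level was 7.18 ± 0.10 and 7.12 ± 0.011, so that CSE 1% was the only group of that week above its controls. That CSE 1% itself raised them is the biological explanation that the design gives, and it was not tested apart from the 1-week controls.

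Relabelling the arrays gives the following comparison, in which the other splits of 3 against 3 arrays are too few for a share under 0.05. With CSE 1%, 5% and 10% against control the real split called 108, 298 and 506 at 1 week where the highest of the other 9 splits called 56, 3 and 40, 249, 579 and 834 at 3 weeks against 7, 26 and 0 and 1339, 3048 and 3024 at 5 weeks against 56, 10 and 9. For CSE 5% against 1%, 10% against 5% and 10% against 1% the numbers were 274, 61 and 426 against 0, 0 and 50 at 1 week, 104, 22 and 255 against 18, 1 and 4 at 3 weeks and 97, 57 and 245 against 3, 1 and 3 at 5 weeks. Without CSE 10% replicate 1 at 1 week the number between CSE 10% and 5% was 94, without CSE 1% replicate 1 at 3 weeks those of CSE 5% and 10% against 1% were 163 and 428, and without CSE 1% replicate 3 at 5 weeks they were 224 and 417. For the control arrays of 5 weeks against 1, 3 against 1 and 5 against 3 they were 1654, 407 and 2012 against 97, 18 and 10. The difference of the effects between 5 weeks and 1 week called 704, 1338 and 1356 transcript clusters with CSE 1%, 5% and 10%, and 5, 7 and 9 of 100 drawn splits called as many, the real one included. The highest other split called 2631, 4490 and 4046, several times the real number, which points to a structure of the samples: all splits that called as many kept the arrays of each 5-week group together. Such splits still hold the real contrast of 5 weeks, so their number does not measure chance. None of the drawn splits that broke up the 5-week groups called as many.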

How the results depend on the processing

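The values against the control arrays of weeks 1 and 3, the separate fits with B above 3, B above 3 and an adjusted p in place of B between doses, between control weeks and for the difference of effects, the centring on housekeeping changes and the gene-by-gene estimate of array weights were chosen only after the result was seen, and the cause of the changes below was not tested. Over all alternatives, 577 values of a count stayed within 1.5 times the reported one and 95 did not. Adjusted p of gene lists were counted only for the epithelial, mesenchymal, TGF-β signalling and Wnt signalling lists with CSE 5% and 10% at 5 weeks. Of these, 128 stayed on their side of the threshold, 4 lost it and 4 passed it. For single genes 3042 values were counted as unchanged, 58 lost the threshold, 21 passed it and 18 were counted as reversed. Values counted as unchanged include small changes of sign. FZD1 with CSE 5% at 5 weeks went from -0.10 to 0.034 without CSE 5% replicate 1. SMAD2 with CSE 1% went from -0.018 to 0.056 without CSE 1% replicate 1. No number upregulated or downregulated against control moved by over 1.5 times with B above 3, with an adjusted p under 0.05 in place of B, with a trended and robust variance, after a further quantile normalization, after cyclic loess or in a separate fit for each week. With B above 3, 395, 687 and 838 effects of CSE 1%, 5% and 10% differed between 5 weeks and 1 week and 14 transcript clusters between CSE 10% and 5% at 3 weeks; with an adjusted p in place of B the effects numbered 1201, 2066 and 2083. Members counted in gene lists did move after cyclic loess, and some of these moves are given with the lists. The signal of an array bounds how low a level it can tell from background, and 19978 transcript clusters made up the brightest 60%. Cyclic loess and a further quantile normalization moved the median log2 fold change of all transcript clusters with CSE 5% at 5 weeks from -0.167 to -0.0298 and -0.0928.

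Centred on housekeeping changes, there were 614 up and 116 down with CSE 5% and 876 up and 223 down with CSE 10% at 3 weeks. Centred on the median level of the housekeeping genes, as planned, a constant is added to every transcript cluster (0.451 with CSE 5% at 5 weeks, where the genes' own median log2 fold change was -0.0678), which by its construction turns counts upward. There were 1037 up and 47 down with CSE 5% and 2212 up and 85 down with CSE 10% at 1 week, 570 up and 34 down with CSE 1%, 3440 up and 41 down with CSE 5% and 3954 up and 91 down with CSE 10% at 3 weeks, and 3666 up and 25 down with CSE 1%, 5042 up and 122 down with CSE 5% and 5792 up and 108 down with CSE 10% at 5 weeks. The numbers called between CSE 5% and 1% and between CSE 10% and 1% were 553 and 1378 at 1 week and 228 and 387 at 3 weeks, and 2223 and 883 effects of CSE 1% and 5% differed between 5 weeks and 1 week. At 5 weeks, SMAD2 turned to 0.41, 0.22 and 0.26 with CSE 1%, 5% and 10%, MMP9 to 0.13 with CSE 10%, and FZD1, FZD4, FZD7 and COL1A2 to 0.35, 0.22, 0.30 and 0.054 with CSE 5%. Of the other single genes, 8 lost the threshold with that constant (MMP2 between CSE 10% and 5%, CD3E, FZD10, MMP9 with CSE 1% and 5%, SMAD2 at 1 week with CSE 5% and 10%, and ITGB6 in control cells) and 4 passed it (ITGAV 3 times, and CDH1 with CSE 10%). With the mean of a gene's transcript clusters SMAD2 turned to 0.39 with CSE 5% and 0.21 with CSE 10%.

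With all 9 control arrays as one group, there were 9 down with CSE 1%, 246 up with CSE 5% and 403 up with CSE 10% at 1 week, 343 up and 213 down with CSE 1%, 739 up with CSE 5% and 1129 up with CSE 10% at 3 weeks, and 136 up and 87 down with CSE 1%, 572 up and 166 down with CSE 5% and 522 up and 273 down with CSE 10% at 5 weeks; CDH1 turned to -0.12 with CSE 5% and -0.34 with CSE 10% at 5 weeks, and the epithelial list had an adjusted p of 0.0106 with CSE 5%. Against the control arrays of weeks 1 and 3, there were 142 up and 128 down with CSE 1%, 433 up and 209 down with CSE 5% and 399 up and 294 down with CSE 10% at 5 weeks. CDH1 turned to -0.17, -0.30 and -0.52 with CSE 1%, 5% and 10%, ITGAV to -0.13 with CSE 1%, and FZD4 and COL1A2 to 0.031 and 0.036 with CSE 5%. The epithelial and mesenchymal lists had adjusted p = 0.00133 and 0.0405 with CSE 5%, and the mesenchymal list 0.0299 with CSE 10%; with an estimated correlation none of these passed the threshold (0.096, 0.24 and 0.21). With an estimated correlation against the controls of 5 weeks, the TGF-β signalling list had 0.13 and 0.173 with CSE 5% and 10% and the epithelial list 0.303 with CSE 10%.

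Each comparison fitted alone gave 449 upregulated with CSE 1% at 5 weeks, 353 effects of CSE 1% that differed between 5 weeks and 1 week, and 954 called between the controls of 5 weeks and 1 week; with B above 3 as well there were 44 up and 9 down with CSE 1%, 102 down with CSE 5% and 132 up with CSE 10% at 1 week, 100 up and 57 down with CSE 1% at 3 weeks, and 121 up and 73 down with CSE 1%, 1099 up and 307 down with CSE 5% and 1092 up and 343 down with CSE 10% at 5 weeks. Fewer arrays leave fewer degrees of freedom in these fits. With 1 transcript cluster per gene symbol, which leaves fewer to call, there were 301 up with CSE 10% at 3 weeks, and 95 down with CSE 1%, 232 down with CSE 5% and 353 down with CSE 10% at 5 weeks, and among the 60% brightest 158 down with CSE 1% and 420 down with CSE 5% at 5 weeks. Array weights, for which the default estimate did not converge, gave 1095 effects of CSE 1% that differed between 5 weeks and 1 week. With the replicate number as a block within each week (replicate block), 2746 transcript clusters were called between the controls of 5 weeks and 1 week and 3301 between those of 5 and 3 weeks, and no other count moved by over 1.5 times, nor did any under the replicate block over all weeks or as a random effect. The numbers do not pair the arrays, since 8 of 54 pairs of same-numbered arrays had deviations from their group means correlated above 0.1 and 12 of 36 arrays lay closest to one of their own number.

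Leaving out each array in turn moved the numbers as follows. At 1 week, 73 to 111, 122 to 181 and 200 to 326 were upregulated with CSE 1%, 5% and 10%, and 21 to 36, 156 to 175 and 255 to 292 downregulated. At 3 weeks, 131 to 170, 345 to 462 and 371 to 515 were upregulated with CSE 1%, 5% and 10%, and 91 to 128, 152 to 248 and 327 to 363 downregulated. At 5 weeks, 565 to 1749, 1733 to 2638 and 1704 to 2569 were upregulated with CSE 1%, 5% and 10%, and 165 to 349, 461 to 797 and 532 to 794 downregulated. Between CSE 5% and 1%, 10% and 5%, and 10% and 1%, the numbers were 260 to 277, 54 to 94 and 396 to 452 at 1 week, 82 to 163, 17 to 28 and 176 to 428 at 3 weeks and 74 to 224, 53 to 81 and 205 to 417 at 5 weeks. Effects that differed between 5 weeks and 1 week numbered 444 to 1365, 833 to 2203 and 871 to 2096 with CSE 1%, 5% and 10%. Between the controls of 5 weeks and 1 week 1043 to 2355, of 3 weeks and 1 week 326 to 560 and of 5 and 3 weeks 1190 to 2460 were called. With CSE 5% and 10% at 5 weeks the adjusted p of the list lay from 2.96e-04 to 8.30e-04 and 7.28e-04 to 0.00172 for TGF-β signalling, 0.411 to 0.727 and 0.701 to 0.9 for Wnt signalling, 0.562 to 0.917 and 0.543 to 0.877 for mesenchymal genes, and 0.198 to 0.4 and 0.0188 to 0.0521 for epithelial genes, the last above the threshold without control replicate 3 at 5 weeks.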

Differences from the paper's values

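For the values below, the alternatives are those set before the data were examined; the comparison with the controls of weeks 1 and 3 and 1 fact about a transcript cluster of several symbols were looked up only after the result was seen.

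For TGFB1, the ligand TGF-β1, the paper's reported log2 fold change in Table 1 is 2.73, and the deposited values gave 1.72 with CSE 5% at 5 weeks (SD within groups 0.186). All alternatives run for this gene still differed from the paper's value, from 1.60 to 2.18. For AP1S2, a subunit of the clathrin adaptor of the trans-Golgi network, the paper's value is 1.98 and the deposited values gave 0.39 (SD within groups 0.136), with 0.24 to 0.84 over the alternatives, all of which still differed. A transcript cluster that carries AP1S2 beside another symbol, and so is not read as AP1S2 here, had 1.98 (standard error 0.218, limma adjusted p = 2.4e-08).

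The volcano plot for CSE 5% at 1 week reaches about 4.8 and about -3.5 in Fig 3, read by eye, as the paper's highest and lowest values, while the deposited values gave 2.94 (CCL2) and -2.99 (FSTL4). That for CSE 10% at 1 week reaches about 2.9 and about -3.0 in Fig 3, read by eye, and the deposited values gave 4.85 (HSPA6) and -3.55 (OR51E2). Under all alternatives the highest and lowest values still differed from the figure's, except the lowest log2 fold change of a called transcript cluster with CSE 10% centred on housekeeping genes, at -2.97.

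The paper states that SMAD2 is overexpressed on the arrays. Its brightest transcript cluster had log2 fold changes of -0.018, -0.23 and -0.32 with CSE 1%, 5% and 10% at 5 weeks, while a dimmer one rose by 1.01 with CSE 5%, and the mean of both with CSE 5% (0.39, adjusted p = 0.049) passed the test as a rise. So did, with CSE 1%, the centring on the median level of housekeeping genes (0.41, adjusted p = 0.0084), but it adds 0.43 to every transcript cluster there and so shows nothing of SMAD2 itself. The brightest cluster fell by 0.56, 0.78 and 0.87 against the controls of weeks 1 and 3. TGFB2, TGFBR2 and SMAD3 rose, as the paper states, and its list of these genes is checked here only in part. The paper names Frizzled genes as overexpressed. With CSE 5% at 5 weeks FZD2, FZD3, FZD5 and FZD6 rose, by 0.44, 1.54, 0.80 and 1.66, and FZD4, FZD8 and FZD10 fell, by 0.23, 0.87 and 0.46. Of these, FZD5, FZD4 and FZD10 no longer passed the test with the controls of weeks 1 and 3 (0.15, 0.031 and -0.25), and FZD4 did not pass it centred on housekeeping changes or when any 1 of 3 single arrays was left out. The changes of FZD4 and of SMAD2's brightest cluster with CSE 5% (-0.23 each) lay near the median over all transcript clusters, -0.167. The paper names Wnt signalling as activated, and the Wnt signalling list did not rank apart from other genes with CSE 5% (21 rose and 25 fell at 5 weeks, camera adjusted p = 0.57), though ROR1 rose by 2.36 and LRP6 by 1.39 (the latter by 0.66 against the controls of weeks 1 and 3). Camera asks for a shift of the list in 1 direction, and the list mixes genes that enhance and restrain Wnt signals. The test therefore cannot decide whether the pathway was activated or dysregulated.

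The paper reports, after its protein results, that it found no decrease of E-cadherin, which CDH1 encodes. On the arrays that holds against the controls of 5 weeks, where CDH1 had 0.25 with CSE 5%. Against the controls of weeks 1 and 3, a comparison chosen after the values were seen, CDH1 fell by 0.30. In unexposed cells CDH1 fell by 0.51 from 3 to 5 weeks. The paper states that the number of overexpressed genes grows with the concentration. At 5 weeks 2377 transcript clusters were upregulated with CSE 5% and 2337 with CSE 10%, while at 1 and 3 weeks the numbers grew with each concentration. Leaving out each array in turn gave 1733 to 2638 with CSE 5% and 1704 to 2569 with CSE 10% at 5 weeks, so that the order of these 2 is not settled, and with CSE 1% there were 1071. The ranges of CSE 5% and 10% overlapped at 3 weeks too (345 to 462 and 371 to 515). Centred on the median level of housekeeping genes, the numbers were 3666, 5042 and 5792. This level changed by -0.43, -0.45 and -0.58 with CSE 1%, 5% and 10%, so that a larger constant was added with CSE 10%. These numbers therefore cannot decide the order. The paper states that CCL2 showed the highest expression of the genes in Table 1 and names no dose. By log2 fold change CCL2 had the largest rise with CSE 5% at 5 weeks, while with CSE 1% and 10% CYP1B1 rose more, by 4.29 and 4.78 against 3.60 and 4.04. With the controls of weeks 1 and 3 this order turned, and CCL2 rose more than CYP1B1 with each concentration (3.62, 5.05 and 4.06 against 2.58, 3.05 and 3.07). As CYP1B1 fell by 1.50 in control cells from 1 to 3 weeks, these controls are no common baseline for it. The turned order rests on their mean.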

Other observations

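The comparisons with the control arrays of weeks 1 and 3, the centring on housekeeping changes (the median change of 23 housekeeping genes, each from its own mean) and the test of exchanged arrays at 1 week were chosen only after the result was seen. Values are log2 fold changes against the control arrays of the same week, with the standard error in brackets, and lists were tested with camera.

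With CSE 10% at 1 week HSPB8, a small heat shock protein, rose by 2.28 (0.17) and ANKRD1, a nuclear and sarcomeric ankyrin protein, by 3.07 (0.13). Of 19 genes of cholesterol synthesis, 0 rose and 16 fell (0 and 17 adjusted over the list alone, adjusted p = 5.0e-20, 2.0e-05 with an estimated correlation) with CSE 5% at 1 week. Among them were FDPS, which makes farnesyl diphosphate, at -1.14 (0.10) and DHCR7, which makes cholesterol from its last precursor, at -1.43 (0.12). With CSE 10% 0 rose and 16 fell (0 and 17 adjusted over the list alone), while with CSE 1% 5 rose and 0 fell (7 and 0 adjusted over the list alone, adjusted p = 2.3e-05, 0.035 with an estimated correlation), and at 5 weeks 5 rose and 9 fell (5 and 9 adjusted over the list alone, adjusted p = 0.27) with CSE 5% and 3 rose and 12 fell (3 and 12 adjusted over the list alone, adjusted p = 0.010, 0.17 with an estimated correlation) with CSE 10%. In control cells 0 rose and 8 fell from 3 to 5 weeks (5 and 8 after cyclic loess, 3 and 8 centred on housekeeping changes). Of 28 antioxidant genes induced by NRF2, 12 rose and 0 fell (18 and 0 adjusted over the list alone, adjusted p = 1.4e-08, 0.0040 with an estimated correlation) with CSE 5% at 1 week, and at 5 weeks 17 rose and 4 fell (18 and 4 adjusted over the list alone, adjusted p = 9.3e-04, 0.13 with an estimated correlation). In control cells 2 rose and 18 fell from 3 to 5 weeks, with 2 and 15 after cyclic loess, and against the controls of weeks 1 and 3 13 rose and 4 fell with CSE 5% (adjusted p = 0.0065, 0.13 with an estimated correlation). GCLM and GCLC, the subunits of the enzyme that limits glutathione synthesis, rose by 1.64 (0.17) and 1.31 (0.15) at 5 weeks, and by 0.56 and 0.68 against those controls. Of 12 targets of the aryl hydrocarbon receptor, 4 rose and 0 fell (6 and 1 adjusted over the list alone, adjusted p = 1.0e-04, 0.0034 with an estimated correlation) with CSE 5% at 1 week. At 3 weeks 8 rose and 2 fell (8 and 3 adjusted over the list alone, 8 and 0 centred on housekeeping changes, adjusted p = 5.5e-06, 9.6e-04 with an estimated correlation), and at 5 weeks 8 rose and 4 fell (8 and 4 adjusted over the list alone, adjusted p = 0.023, 0.12 with an estimated correlation). After cyclic loess the numbers at 3 weeks were 8 and 1, and against the controls of weeks 1 and 3 6 rose and 4 fell at 5 weeks. CYP1A1, which oxidises polycyclic hydrocarbons, rose by 1.29 (0.13) and CYP2S1 fell by 1.12 (0.14) at 5 weeks, the latter by 0.49 against those controls. NF-kB response genes numbered 20, of which 11 rose and 1 fell (11 and 1 adjusted over the list alone, adjusted p = 1.3e-07, 0.0034 with an estimated correlation) with CSE 5% at 1 week and 13 rose and 3 fell (13 and 3 adjusted over the list alone, adjusted p = 0.0011, 0.12 with an estimated correlation) at 5 weeks, and 12 rose and 1 fell against the controls of weeks 1 and 3 (adjusted p = 2.9e-07, 0.0061 with an estimated correlation). In control cells 3 rose and 6 fell from 3 to 5 weeks (7 and 5 after cyclic loess, 8 and 5 centred on housekeeping changes). TNFAIP3, a deubiquitinase that restrains NF-kB, rose by 2.33 (0.090) and the mitochondrial superoxide dismutase SOD2 by 1.78 (0.10) at 5 weeks.

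Of 42 cell cycle genes, 0 rose and 36 fell (0 and 38 adjusted over the list alone, adjusted p = 2.0e-20, 9.6e-04 with an estimated correlation) with CSE 5% at 3 weeks and 0 rose and 38 fell (0 and 40 adjusted over the list alone, adjusted p = 5.0e-32, 4.4e-05 with an estimated correlation) with CSE 10%. The mitotic kinases AURKA and PLK1 were at -1.93 (0.11) and -2.02 (0.14) with CSE 10%. At 1 week 1 rose and 20 fell (1 and 26 adjusted over the list alone, adjusted p = 1.6e-11, 0.0065 with an estimated correlation) with CSE 5% and 1 rose and 25 fell (2 and 30 adjusted over the list alone, adjusted p = 3.8e-11, 0.0096 with an estimated correlation) with CSE 10%. At 5 weeks 14 rose and 19 fell (14 and 20 adjusted over the list alone, adjusted p = 0.49) with CSE 5% and 4 rose and 26 fell (4 and 26 adjusted over the list alone, adjusted p = 2.8e-04, 0.17 with an estimated correlation) with CSE 10%. In control cells 42 rose and 0 fell from 1 to 3 weeks and 1 rose and 21 fell from 3 to 5 weeks (4 and 20 after cyclic loess, 5 and 21 centred on housekeeping changes), so that the controls of weeks 1 and 3 are no common baseline for this list; against them 19 rose and 1 fell with CSE 5% at 5 weeks (adjusted p = 2.7e-05, 0.085 with an estimated correlation) and 3 rose and 12 fell with CSE 10% (adjusted p = 0.14, 0.56 with an estimated correlation). Of 49 genes of oxidative phosphorylation, 0 rose and 40 fell (0 and 45 adjusted over the list alone, adjusted p = 2.8e-18, 0.0017 with an estimated correlation) with CSE 5% at 3 weeks. At 5 weeks 3 rose and 32 fell (3 and 32 adjusted over the list alone, adjusted p = 3.4e-04, 0.25 with an estimated correlation), and 0 rose and 35 fell against the controls of weeks 1 and 3 (adjusted p = 9.1e-12, 0.015 with an estimated correlation), while in control cells 10 rose and 10 fell from 3 to 5 weeks (16 and 8 after cyclic loess, 16 and 7 centred on housekeeping changes). CYC1, cytochrome c1, was at -1.05 (0.13) at 3 weeks and -1.39 at 5 weeks. Of 46 ribosomal protein genes, 0 rose and 14 fell (0 and 15 adjusted over the list alone, 0 and 5 centred on housekeeping changes, adjusted p = 8.6e-05, 0.23 with an estimated correlation) at 3 weeks. At 5 weeks 4 rose and 20 fell (3 and 20 adjusted over the list alone, adjusted p = 0.16), and 0 rose and 25 fell against the controls of weeks 1 and 3 (adjusted p = 2.9e-06, 0.13 with an estimated correlation). In control cells 11 rose and 7 fell from 3 to 5 weeks (19 and 5 after cyclic loess, 24 and 4 centred on housekeeping changes). From 1 to 3 weeks 0 rose and 25 fell there, so that the controls of weeks 1 and 3 are no common baseline for this list. The unfolded protein and integrated stress response was read from 28 genes, of which 0 rose and 18 fell (0 and 19 adjusted over the list alone, adjusted p = 1.6e-06, 0.039 with an estimated correlation) with CSE 5% at 3 weeks and 7 rose and 13 fell (7 and 13 adjusted over the list alone, adjusted p = 0.27) at 5 weeks. SHMT2, a mitochondrial serine enzyme, was at -1.13 (0.12) at 3 weeks. Of the same genes 0 rose and 22 fell with CSE 5% at 5 weeks against the controls of weeks 1 and 3 (adjusted p = 2.3e-13, 0.0061 with an estimated correlation); in unexposed cells 2 rose and 21 fell from 1 to 5 weeks, 2 and 13 from 1 to 3 weeks and 3 and 12 from 3 to 5 weeks.

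Of 23 targets of p53, 17 rose and 2 fell (17 and 2 adjusted over the list alone, adjusted p = 1.7e-06, 0.017 with an estimated correlation) with CSE 10% at 5 weeks, and 11 rose and 3 fell (11 and 3 adjusted over the list alone, adjusted p = 0.047, 0.28 with an estimated correlation) with CSE 5%. With CSE 10% 18 rose and 1 fell against the controls of weeks 1 and 3 (adjusted p = 7.0e-09, 0.0028 with an estimated correlation) and with CSE 5% 6 rose and 3 fell (adjusted p = 0.32), while from 3 to 5 weeks 7 rose and 8 fell in control cells. TP53INP1, a stress-induced p53 partner, rose by 2.23 (0.11), and RRM2B, the p53-induced subunit of ribonucleotide reductase, by 2.31 (0.19), or 1.29 against the controls of weeks 1 and 3. Of 27 immediate early genes, 3 rose and 22 fell (3 and 22 adjusted over the list alone, adjusted p = 3.1e-06, 0.25 with an estimated correlation) with CSE 5% at 5 weeks, with the phosphatase DUSP1 at -2.37 (0.15) and the transcription factor KLF4 at -1.21 (0.088). In control cells 15 rose and 4 fell from 3 to 5 weeks (16 and 2 after cyclic loess, 17 and 2 centred on housekeeping changes), and against the controls of weeks 1 and 3 2 rose and 16 fell. At 1 week the list did not fall with every concentration: 14 rose and 0 fell (16 and 0 adjusted over the list alone, adjusted p = 2.6e-12, 0.065 with an estimated correlation) with CSE 1%, 2 rose and 5 fell (4 and 9 adjusted over the list alone, 4 and 5 centred on housekeeping changes, adjusted p = 0.061) with CSE 5% and 11 rose and 5 fell (12 and 6 adjusted over the list alone, adjusted p = 0.11) with CSE 10%. Of 40 replication-dependent histone genes, 1 rose and 34 fell with CSE 5% at 5 weeks (1 and 34 adjusted over the list alone, adjusted p = 1.5e-05, 0.45 with an estimated correlation). Against the controls of weeks 1 and 3, 1 rose and 2 fell. In control cells 16 rose and 1 fell from 1 to 3 weeks and 27 rose and 1 fell from 3 to 5 weeks. The controls of weeks 1 and 3 are thus no common baseline for the histone genes. Of 25 genes of alveolar type II cells and the lung epithelium, 2 rose and 17 fell (2 and 17 adjusted over the list alone, 4 and 9 after cyclic loess, adjusted p = 0.024, 0.42 with an estimated correlation), with the mucin MUC5B at -1.33 (0.14) and the caveolar protein CAV1, a marker of type I cells, at 1.52 (0.12). In control cells 13 rose and 2 fell from 3 to 5 weeks (5 and 1 after cyclic loess), and against the controls of weeks 1 and 3 3 rose and 7 fell.

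Some other lists with CSE 5% at 5 weeks did not rank apart from other genes. Of 56 matrix and crosslinking genes, 15 rose and 24 fell (15 and 24 adjusted over the list alone, adjusted p = 0.88), with PXDN, which crosslinks collagen IV, at 2.49 (0.081) and NID2, a basement membrane nidogen, at -2.71 (0.12). Of 29 metalloproteinases and inhibitors, a list that holds enzymes the study picked on these samples and is not independent evidence, 7 rose and 16 fell (7 and 16 adjusted over the list alone, 9 and 11 after cyclic loess, adjusted p = 0.57), with matrilysin, MMP7, at 3.18 (0.18). Of 31 interferon-stimulated genes, 11 rose and 13 fell (11 and 13 adjusted over the list alone, 13 and 7 after cyclic loess, adjusted p = 0.65), with the RNA sensor RIGI at 2.13 (0.16) and OAS1 at -1.13 (0.085). Of 35 coagulation and acute phase genes, 13 rose and 13 fell (13 and 13 adjusted over the list alone, 14 and 6 after cyclic loess, adjusted p = 0.49), and of 24 complement genes, 8 rose and 14 fell (9 and 15 adjusted over the list alone, 7 and 8 after cyclic loess, adjusted p = 0.92), with C1S at 2.40 (0.11) and C3 at 2.50 (0.17). Of 25 hypoxia genes, 7 rose and 10 fell (7 and 10 adjusted over the list alone, adjusted p = 0.88), and of 23 housekeeping genes, 7 rose and 6 fell (7 and 6 adjusted over the list alone, 5 and 11 after cyclic loess, adjusted p = 0.92), with HPRT1 at 1.12 (0.13) and SDHA at -0.82 (0.080). The interferon-stimulated genes did rank above other genes against the controls of weeks 1 and 3 (12 rose and 2 fell, adjusted p = 0.030, 0.085 with an estimated correlation), and there the other lists just named did not rank apart. Of the genes just named NID2, RIGI and HPRT1 had -1.23, 1.01 and 0.42 there. Markers of other cell types were read as well, although the cells are a line, and 2 such lists ranked below other genes at the preset correlation. Of 18 fibroblast markers, 1 rose and 12 fell (1 and 12 adjusted over the list alone, 1 and 6 after cyclic loess, adjusted p = 0.039, 0.45 with an estimated correlation), with COL1A2 at -0.40 (0.082), which had 0.036 against the controls of weeks 1 and 3. Of 19 leukocyte and endothelial markers, 1 rose and 13 fell (1 and 13 adjusted over the list alone, 2 and 6 after cyclic loess, adjusted p = 0.023, 0.36 with an estimated correlation), with CD3E at -0.54 (0.11), which had -0.26 against those controls. In control cells from 3 to 5 weeks 11 of the fibroblast markers rose and 1 fell (6 and 1 after cyclic loess), and 9 of the leukocyte and endothelial markers rose and 0 fell (4 and 0 after cyclic loess). The numbers against the controls of weeks 1 and 3 were 0 and 2, and 1 and 3.

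The 1-week panels of Fig 3 for CSE 5% and CSE 10% resemble the deposited values only when the panels are exchanged, and the labels of these arrays might have been exchanged in the same way. If so, the difference between CSE 10% and CSE 5% at 1 week would run against that at later times. Over all transcript clusters it ran with them, with a Pearson r of 0.369 between 1 and 5 weeks and 0.322 between 1 and 3 weeks, beside 0.424 between 3 and 5 weeks. Leaving out each of the 18 arrays in turn gave 0.266 to 0.388 for the r of 1 week with the later weeks. Transcript clusters are not independent replicates. Of 208 transcript clusters that differed the same way between the doses at 3 and 5 weeks, 177 had that sign at 1 week. These values argue against exchanged arrays, and how the panels of the figure came about was not tested.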
